# The Protective Effects of IL-31RA Deficiency During Bleomycin-Induced Pulmonary Fibrosis

**DOI:** 10.3389/fimmu.2021.645717

**Published:** 2021-03-19

**Authors:** Dan J. K. Yombo, Varshini Odayar, Nishant Gupta, Anil G. Jegga, Satish K. Madala

**Keywords:** interleukin 31, interleukin 31 receptor alpha, lung, idiopathic pulmonary fibrosis, bleomycin IL-31 regulation of pulmonary fibrosis

## Abstract

Idiopathic Pulmonary Fibrosis (IPF) is a severe fibrotic lung disease characterized by excessive collagen deposition and progressive decline in lung function. Th2 T cell-derived cytokines including IL-4 and IL-13 have been shown to contribute to inflammation and fibrotic remodeling in multiple tissues. Interleukin-31 (IL-31) is a newly identified cytokine that is predominantly produced by CD4 Th2 T cells, but its signaling receptor IL-31RA is primarily expressed by non-hematopoietic cells. However, the potential role of the IL-31-IL31RA axis in pulmonary inflammation and fibrosis has remained largely unknown. To determine the role of IL-31RA deficiency in pulmonary fibrosis, wildtype, and IL-31RA knockout mice were treated with bleomycin and measured changes in collagen deposition and lung function. Notably, the loss of IL-31 signaling attenuated collagen deposition and lung function decline during bleomycin-induced pulmonary fibrosis. The total lung transcriptome analysis showed a significant reduction in fibrosis-associated gene transcripts including extracellular matrix and epithelial cell-associated gene networks. Furthermore, the lungs of human IPF showed an elevated expression of IL-31 when compared to healthy subjects. In support, the percentage of IL-31 producing CD4^+^ T cells was greater in the lungs and PBMCs from IPF patients compared to healthy controls. Our findings suggest a pathogenic role for IL-31/IL-31RA signaling during bleomycin-induced pulmonary fibrosis. Thus, therapeutic targeting the IL-31-IL-31RA axis may prevent collagen deposition, improve lung function, and have therapeutic potential in pulmonary fibrosis.

## Introduction

Pulmonary fibrosis is a chronic heterogeneous lung disease characterized by an uncontrolled injury and repair process in the lung parenchyma. This process includes excessive deposition of collagen and extracellular matrix (ECM) protein components in the distal areas of the lung (1, 2). Patients with severe fibrotic lung diseases including idiopathic pulmonary fibrosis (IPF) develop irreversible decline of lung function characterized by a decrease in forced expiratory volume in one second (FEV1) and forced vital capacity (FVC) in part due to the progressive accumulation of ECM producing myofibroblasts. Currently, the United States Food and Drug Administration (FDA) approved therapies to treat IPF, Nintedanib or Pirfenidone, slow the rate of FVC decline but do not reverse ongoing fibrosis (3, 4). While the etiology of IPF is not well established, multiple pathways underlying the pathogenesis of pulmonary fibrosis have been identified (2, 5). The development of fibrotic lesions, specifically, is regulated by signaling pathways that are driven by multiple pro-fibrotic growth factors, including TGF-β, TGF-α, CTGF, and cytokines such as IL-1β, IL-17, IL-4, and IL-13 (6–8). Th2 cytokines IL-4 and IL-13 have been found to play a major role in the pathophysiology of fibrotic diseases and are considered potential therapeutic targets (8). IL-13 signaling can induce activation of fibroblasts and macrophages to produce ECM and constitutive factors such as proline, which are required for the biogenesis of collagen. IL-4 and IL-13 signal through a type II IL-4 receptor alpha (IL-4Rα); this receptor is expressed in multiple cell types, including macrophages, epithelial cells, and fibroblasts (9).

Interleukin-31 (IL-31) is a recently described cytokine in the gp130/IL-6 cytokine family and is mainly produced by type 2 helper T cells. It plays a major role in the pathogenesis of chronic inflammatory diseases including atopic dermatitis (AD) or eczema (10–12). IL-31 signaling is mediated through the heterodimeric receptor composed of the IL-31 receptor A (IL-31RA) and the Oncostatin M receptor β (OSMR β). IL-31RA is expressed by various cells including immune cells, epithelial cells, and fibroblasts; these cells can secrete pro-inflammatory cytokines and chemokines following stimulation by IL-31 (11, 13–16). The role of IL-31 in the development of inflammatory diseases including AD has been described and potential therapeutic agents have been generated to target IL-31/IL-31RA signaling (10, 11, 17, 18). Recent studies have shown elevated levels of IL-31 in patients with AD or asthma and these levels have been correlated with disease severity (19, 20). Importantly, a recent published study suggests a significant increase in IL-31 levels in plasma, fibrotic skin, and lung lesions of patients with scleroderma compared to healthy controls (21). Similar findings have been reported during bleomycin-induced pulmonary fibrosis and also virus-induced liver fibrosis (22, 23). In fibrotic diseases, several of IL-6 family cytokines including IL6 and OSM have been shown to induce pulmonary fibrosis, but the contribution of IL-31/IL-31RA signaling in lung fibrosis has remained unexplored (20, 24). Our previous work has depicted the effector mechanism of IL-4/IL-13 signaling in the pathogenesis of pulmonary fibrosis and the upregulation of IL-31RA via the IL-4Rα/STAT6 signaling axis (8, 25). However, the role of IL-31/IL-31RA signaling in the pathogenesis of pulmonary fibrosis has not been definitively determined.

The current study aimed to determine the role of IL-31/IL-31RA signaling in the pathogenesis of pulmonary fibrosis using a bleomycin-induced lung fibrosis model and IL-31RA deficient mice. We observed a significant decrease in collagen deposition and the expression of profibrotic genes in the lungs of IL-31RA deficient mice compared to wildtype mice treated with bleomycin. Notably, the loss of IL-31RA signaling was sufficient to attenuate worsening lung function. Further, we observed increased expression of IL-31 in the lung tissue and CD4-positive T cells of IPF patients compared to healthy subjects.

## Materials and Methods

### Mice

IL31RA knockout (IL-31RA^−/−^) mice and their littermate wildtype mice of C57BL/6 background were used in this study to investigate the role of IL-31RA signaling in the development of pulmonary fibrosis. IL-31 RA KO mice used in this study have been previously described by Dillon and colleagues (11). In brief, the mouse IL31RA gene contains 14 exons covering roughly 70Kb of sequence. The construct designed to knockout the IL31RA gene via homologous recombination deletes exons 4, 5, and 6 and the intervening introns (3400bp). The deletion of exons 4-6 of IL-31RA deletes the cytokine-binding domain 2 region and IL-31RA knockout mice are identified by PCR genotyping. The published studies have shown that these mice display impaired IL-31 signaling and pathology *in vivo* (11, 25, 26). Both male and female mice at 10–18 weeks of age were used for all of the experiments and were housed in the Cincinnati Children's Hospital Medical Center animal facility under conditions approved by the American Association for the Accreditation of Laboratory Animal Care. All mice were maintained under aseptic conditions and received sterile food and water. The experiments were approved by the Institutional Animal Care and Use Committee.

### Bleomycin-Induced Pulmonary Fibrosis Model

IL-31RA knockout mice and littermate wildtype mice were intradermally injected with bleomycin to induce lung fibrosis as previously described (8, 27). Briefly, mice were injected with saline or bleomycin (6 U/kg of body weight) in 50 μl saline, once a day and during 5 consecutive days per week, for a total of 4 weeks, to induce pulmonary fibrosis. Mice were euthanized on day 28 and lung samples were collected to assess fibrosis using biochemical and molecular methods.

### Histology and Lung Hydroxyproline

The lungs were fixed with 10% neutral formalin and paraffin embedded. The five-micron thick lung sections were prepared and stained with Masson's Trichome to evaluate the deposition of collagen in lung tissues, a key feature of the fibrotic process. The deposition of collagen was assessed by measuring hydroxyproline levels in lung lysates using a colorimetric detection assay as previously described (28). In brief, the right lung lobes were collected, weighed, and hydrolyzed in 4 ml of 6 N HCl overnight at 110°C. Hydrolyzed samples were neutralized with 1 N NaOH. For colorization, chloramine-T (0.05 M) and the aldehyde-perchloric acid reagent were added and samples were placed in a hot water bath at 60°C for 25 min. The concentration of hydroxyproline in the samples was determined using the standard curve. The hydroxyproline level was normalized to the lung weight and expressed in comparison to the level measured in the saline-treated wildtype control group (8).

### Lung Function Measurements

Murine lung function was measured using a computerized FlexiVent system (Flexiware version 7.5, SCIREQ, Montreal Canada) as previously described (29–31). Briefly, mice were anesthetized with Ketamine/Xylazine and an incision was performed on the anterior area of the neck to expose the trachea. The trachea was then cannulated with a 20G cannula and the mouse was connected to the FlexiVent system. Following deep inflation, three consecutive measures were collected for each mouse and the average value was used to measure resistance, elastance, and compliance.

### Immunohistochemistry

De-identified explanted lung tissue specimens collected from distal areas of lung were acquired using research protocol approved by Cincinnati Children's Hospital Medical Center institutional review board (IRB # 2017-6850). Formalin-fixed and paraffin-embedded human lung tissue sections of IPF (*n* = 6) and healthy (*n* = 5) controls were immunostained with antibodies against IL-31 as previously described (32, 33). Briefly, rabbit anti-human IL-31 monoclonal antibody (R&D Systems) was used as the primary antibody (1:25 dilution). Goat anti-rabbit Ig was conjugated with a peroxidase enzyme to form a brown precipitate in the presence of hydrogen peroxide and DAB. Nuclei were stained in blue using Hematoxylin counterstain as described in previous reports (27, 34). The staining of the lung section using control IgG showed no detectable immunostaining (data not shown). All images were obtained using a Leica DM2700 M bright-field microscope. High-magnification images (X40) were captured with a 3CCD color video camera. The number of IL-31-positive cells and total cells was counted using MetaMorph imaging software and expressed as the percentage of IL-31-positive cells in total cells in the field.

### RNA Preparation and Real-Time PCR

Lungs were homogenized using Qiagen tissue homogenizer and beads (Qiagen), and total RNA was extracted from lung tissues using RNeasy mini kit (Qiagen Science, Valencia, CA) as previously described (10, 25). Lung RNA samples were reverse transcribed into cDNA using Superscript III (Invitrogen), and the relative transcript expression of select genes was measured using SYBR Green PCR Master Mix (Applied Biosystems, Foster City, CA) and the CFX384 Touch Real-Time PCR detection system (Bio-Rad, Hercules, CA) as previously described (35). Gene transcripts were normalized to the housekeeping gene transcripts such as hypoxanthine-guanine phosphoribosyltransferase (HPRT) or β actin and were expressed as the relative fold-induction change compared to the gene expression level of the control wildtype mice treated with saline solution. Data was analyzed with Bio-Rad CFX maestro software version 4.2(Bio-Rad Laboratories, Hercules, CA). The list of primers used for real-time PCR to analyze the relative expression of the genes is included in Supplementary Table 1.

### Whole Lung Transcriptome Shotgun Sequencing (RNAseq)

Total lung RNA samples were obtained from IL-31RA^−/−^ and wildtype mice treated with bleomycin as described above. Four samples were prepared from each experimental group and subjected to RNA sequencing using an Illumina HiSeq-1000 Sequencer (Illumina, San Diego, CA), as described previously (36). A comparative analysis between groups was realized to identify genes with differential changes in expression following treatment with bleomycin or saline. Genes with statistically significant changes were selected based on a *p*-value cut-off of 0.05 and differential expression (defined as a 1.5-fold increase or decrease in expression). Heatmaps of genes with differential expression change were generated to highlight clusters of genes up-or downregulated in IL-31RA^−/−^ and wildtype mice treated with bleomycin (Supplementary Figure 1). Functional enrichment analyses were performed using the ToppFun application of the ToppGene Suite (37). The IL-31RA-dependent genes were also compared with differentially expressed genes (DEGs) from IPF patients (GSE53845) to identify common genes between IL-31RA regulated genes and IPF DEGs as described previously (38, 39).

### *In vitro* Epithelial Cell Treatments

Human bronchial epithelial BEAS-2B cells were obtained from the American type culture collection (Manassas, VA) and cultured in DMEM medium supplemented with 10% fetal bovine serum (FBS) at 37 and 5% CO_2_. Primary normal Human bronchial epithelial cells (HBEC) were obtained from the CCHMC Cystic Fibrosis Model Systems Core and cultured as previously described (40, 41). The use of de-identified HBEC was approved by CCHMC institutional review board protocol (IRB # 2017-6850). HBECs were grown at an air-liquid interface (ALI) on trans well inserts for at least 21 days at 37^0^C and 5% CO_2._ To assess the effects of IL-31, media was changed to low serum media (1%FBS) for 16 hrs. Under low serum conditions, cells were stimulated with media supplemented with increasing doses (0, 100, 250, or 500 ng/ml) of recombinant IL-31(R&D Systems) for 16 hours. Total RNA was extracted from the cultured cells using the Qiagen RNA shredder and the RNeasy mini kit (Qiagen). cDNA was prepared and applied for real-time RT-PCR to measure gene transcript levels as described above. Gene expression was normalized to the housekeeping gene human β-actin.

### Flow Cytometry

Peripheral blood mononuclear cells (PBMC) were isolated from peripheral venous blood of IPF patients (*n* = 7) and healthy control donors (*n* = 8) using Ficoll-paque density gradient-based separation with centrifugation (GE Healthcare, Uppsala, Sweden). The collection and use of PBMCs from IPF patients and healthy controls was approved by University of Cincinnati and Cincinnati Children's Hospital Medical Center institutional review board approved protocols (IRB # CR08 2013-8157 and Supplementary Table 2). Red blood cells were lysed using an ACK lysis buffer and cell viability was confirmed with trypan blue. Isolated PBMCs were frozen with DMSO and stored in liquid nitrogen until used. To measure the production of IL-31 and IL-4, PBMCs were thawed from liquid nitrogen and plated in a 96-well round-bottom plate (1 x 10^6^ cells/well) in RPMI 1640 medium supplemented with L-glutamine, antibiotics (penicillin/streptomycin), and 10% heat-inactivated fetal bovine serum (FBS). Cells then were allowed to rest overnight. PBMCs were stimulated with phorbol 12-myristate 13-acetate (PMA) 10 ng/ml with Ionomycin (1 μg/ml), and Golgi stop (1:1500) for 5 h to induce cytokine production. Control samples were cultured with PMA and ionomycin for the same period. Cells were then stained with Zombie UV(BioLegend) for 30 min at room temperature in the dark to allow for discrimination between living and dead cells. Non-specific binding of fluorochromes was prevented by incubating cells with Human BD Fc Block™ (BD Biosciences), followed by surface marker staining with anti-CD3-V500 (UCHT1) and anti-CD4-APC(RPA-T4) (Bio Legend). Cells were then fixed and permeabilized using Cytofix/Cytoperm (BD Biosciences) and stained with antibodies against IL-31- PE (U26-947) (BD Biosciences) and IL-4 -PE-Cy7 (MP4-25D2) (BioLegend). Data was acquired using LSR Fortessa flow cytometer and analyzed using FlowJo 10 (FlowJo, Tree Star). Flow cytometry gating strategy was used to exclude dead cells, doublets and analyzed for IL-31-producing T cells in total live cells (Supplementary Figure 3).

### Statistical Analysis

All data were analyzed using GraphPad PRISM 8. One-way ANOVA with Turkey's multiple comparison test was used to compare different experimental groups. Student's *t-*test was used to compare between two experimental groups. Quantitative data were presented as mean ± SEM, and *p* < 0.05 was considered statistically significant.

## Results

### The Loss of IL-31RA Signaling Attenuates Collagen Deposition and Lung Function Decline

To determine whether the loss of IL-31RA has any effect on pulmonary fibrosis, IL-31RA knockout mice and their littermate wildtype mice were treated intradermally with bleomycin (to induce pulmonary fibrosis) or treated with saline as a non-fibrosis control. To assess collagen deposition, the lung sections were stained with Masson Trichrome. There were no significant differences in collagen staining between wildtype and IL-31RA knockout mice treated with saline. A significant increase in collagen deposition was observed in the lungs of both wildtype mice and IL-31RA knockout mice treated with bleomycin (Figure 1A). However, there was a modest decrease in collagen staining in mice deficient for IL-31RA compared to wildtype mice treated with bleomycin (Figure 1A). To further evaluate collagen deposition, the level of hydroxyproline was quantified in the lungs of IL-31RA knockout mice and wildtype mice treated with bleomycin or saline. Both wildtype and IL-31RA knockout mice treated with bleomycin had increased expression of lung hydroxyproline compared with saline-treated mice. However, there was a modest but significant reduction in lung hydroxyproline levels in IL-31RA knockout mice compared to wildtype mice treated with bleomycin (Figure 1B). Our published studies have demonstrated that repetitive bleomycin-induced fibrotic remodeling decreases lung function (42, 43). Therefore, we assessed whether the loss of IL-31RA signaling has any effect on the decline in lung function following repetitive bleomycin treatment. Consistent with previous findings, there was an increase in resistance, and elastance, and a significant decrease in compliance in wildtype mice treated with bleomycin compared to saline-treated wildtype or IL-31RA knockout mice (Figures 1C–E). However, the decline in lung function was attenuated with the loss of IL-31RA signaling compared to wildtype mice treated with bleomycin (Figures 1C–E). These findings suggest that the loss of IL-31RA has a partial protective effect against collagen deposition, and the subsequent decline in lung function, during bleomycin-induced pulmonary fibrosis.

**Figure 1:**
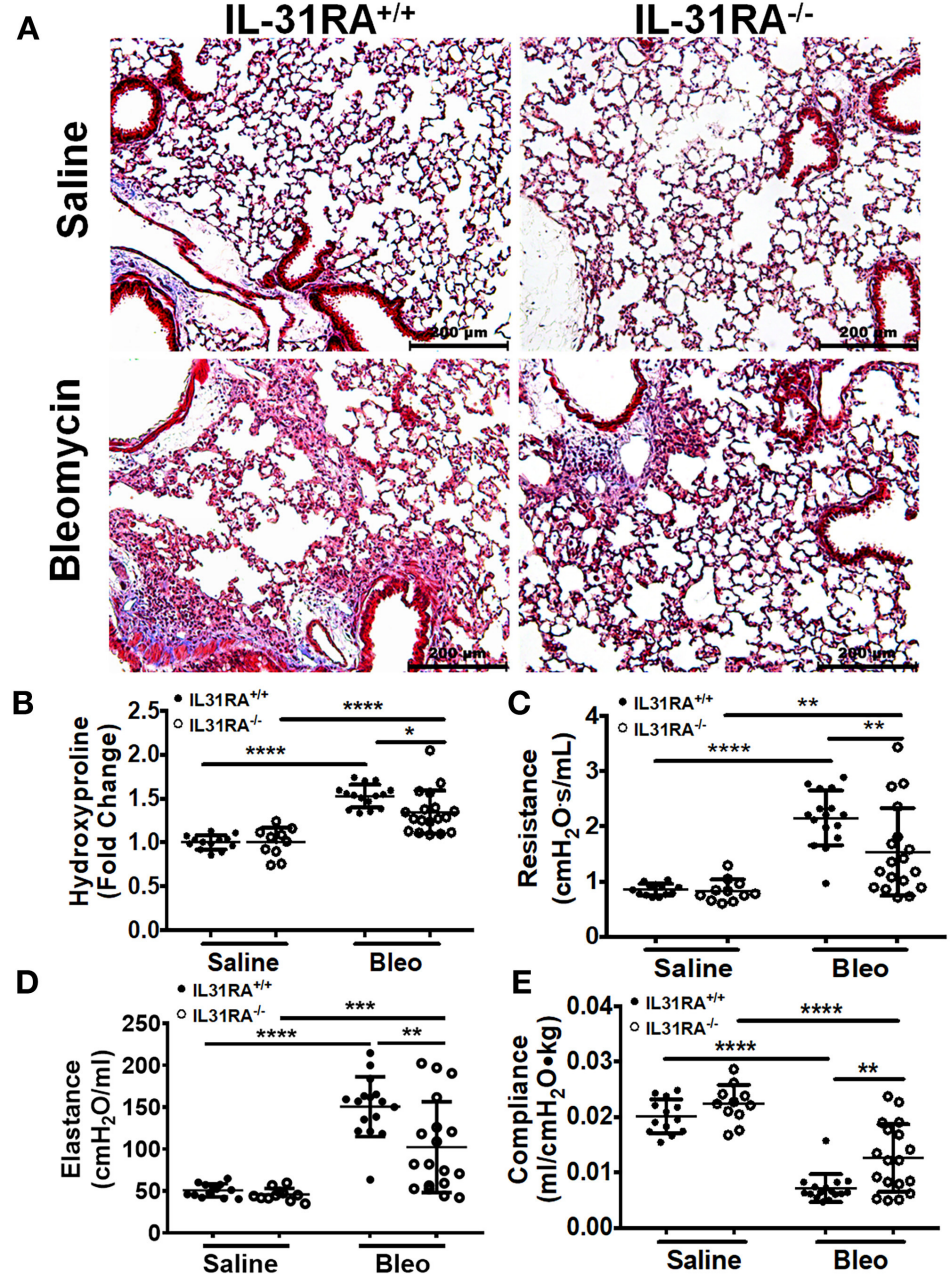
The loss of IL-31RA signaling attenuates collagen deposition and lung function decline during bleomycin-induced pulmonary fibrosis. Wildtype (IL-31RA^+/+^) and IL-31RA knockout (IL31RA^−/−^) mice were treated intradermally with bleomycin or saline for four weeks to induce pulmonary fibrosis. **(A)** Lung sections of saline or bleomycin-treated mice were stained with Masson Trichrome. Scale bar 200 μm. **(B)** Total lung hydroxyproline was compared between IL-31RA^−/−^ and IL31RA^+/+^ mice treated with bleomycin or saline. **(C–E)** Lung function measurements including resistance, elastance and compliance were measured in all four groups using FlexiVent. Data are presented as means ± SEM. The above data is cumulative of two independent experiments (*n* = 12-19/group). Statistical analysis was performed using one-way ANOVA with Tukey's multiple comparisons test. *p < 0.05; **p < 0.01; ***p < 0.005 and ****p < 0.001.

### The Role of IL-31RA Signaling in Fibrosis-Associated Gene Expression

To identify IL-31RA dependent gene expression and associated signaling pathways involved in bleomycin-induced pulmonary fibrosis, whole lung transcriptome analysis was performed using next-generation RNA-seq analysis in wildtype and IL-31RA knockout mice treated with bleomycin. 

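RNA sequencing covered 4 groups of lungs with 4 libraries each: wildtype mice given saline (WT-Sal) or bleomycin (WT-Bleo), and IL-31RA knockout mice given saline (KO-Sal) or bleomycin (KO-Bleo). Bleomycin, a drug that breaks DNA and injures the lung, was injected into the skin at 6 U/kg of body weight on 5 days per week for 4 weeks, and lungs were collected on day 28. Whether each library came from a separate mouse is not given in the sources used here. Il31ra, the receptor gene targeted in the knockout, lies on chromosome 13 of GRCm38 from 112521931 to 112580732 (gene ID 218624). It had few reads in every group, with 5 to 17 reads per library in WT-Sal, 0 to 13 in WT-Bleo, 2 to 3 in KO-Sal and 2 to 9 in KO-Bleo. Its level was 0.185 ± 0.0578 RPKM (SD, n = 4) in WT-Sal and 0.0403 ± 0.00793 RPKM (SD, n = 4) in KO-Sal (log2 fold change -0.19, adjusted p = 0.114 from limma). Under bleomycin it was 0.171 ± 0.182 RPKM (SD, n = 4) in KO-Bleo, where the 2 reads of replicate 15 gave the highest value of 0.441 RPKM, and 0.111 ± 0.0863 RPKM (SD, n = 4) in WT-Bleo (log2 fold change 0.07, adjusted p = 0.838 from limma). Osmr, which encodes the other chain of the IL-31 receptor, lay between 19.7 and 39.7 RPKM across the 16 libraries, and Il31, the gene of the ligand, is not listed. Xist, transcribed from the inactive X chromosome of females, was at 46.4 ± 2.11 RPKM (SD, n = 4) in WT-Sal, 55.5 ± 3.76 RPKM (SD, n = 4) in WT-Bleo, 48.1 ± 4.68 RPKM (SD, n = 4) in KO-Sal and 61.4 ± 6.17 RPKM (SD, n = 4) in KO-Bleo, and the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty are not listed. Xist lay between 41.8 and 68.0 RPKM in all 16 libraries, which argues against a library of male lungs. It rose with bleomycin, with log2 fold changes of 0.25 (adjusted p = 0.0129) in wildtype and 0.35 (adjusted p = 0.0206) in knockout lungs, so that as a covariate it takes up part of the differences compared. The authors deposited 1 value per gene and library, read here as RPKM (reads scaled by gene length and by the reads of the library), since each value is a whole number of reads times a gene factor and a library factor. The unit is named nowhere, and whole reads were recovered for 16377 genes, 99.98% of those listed (relative tolerance 6e-08). Groups were compared by limma on the log2 of the value plus 1, over all listed genes, and genes with an adjusted p under 0.05 were called. Adding 1 makes the fold changes of genes with low values smaller. Reads per library ranged from 7790591 to 23481756 in WT-Sal (median 12025556), 604136 to 32153864 in WT-Bleo (median 15151027), 15538896 to 17740907 in KO-Sal (median 17039389) and 1234598 to 21810741 in KO-Bleo (median 18814414). WT-Bleo replicate 6 had 604136 reads and KO-Bleo replicate 15 had 1234598, against at least 7790591 in each of the other libraries. These libraries list 2089 and 1208 genes at 0, against at most 200 in the others. Their median correlation with the libraries of their own group was 0.970 and 0.981, against at least 0.990 for the others, across genes, which are not independent replicates. The wildtype values are stored with a median of 15 significant digits and the knockout values with 10. Sequencing and processing batches are not given in the sources used here, so a batch that followed the genotype could not be told apart from it.

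**Figure D1:**
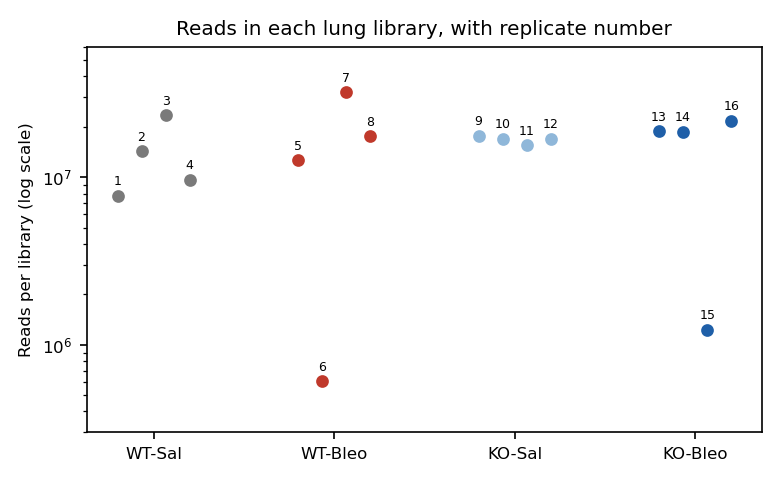
Total reads (log axis) for each of the 16 libraries, with 1 point per library, marked with its replicate number, and the groups side by side. WT-Bleo replicate 6 (604136 reads) and KO-Bleo replicate 15 (1234598 reads) have fewer reads than the other libraries.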

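In wildtype lungs, genes of monocyte-derived macrophages, targets of p53 and genes of the cell cycle rose with bleomycin, and genes of endothelial cells fell. Mmp12, a macrophage elastase (gene ID 17381, chromosome 9, 7344397 to 7360461), rose from 1.44 ± 0.197 RPKM (SD, n = 4) in WT-Sal to 58.3 ± 9.60 RPKM (SD, n = 4) in WT-Bleo (log2 fold change 4.59, standard error 0.12, adjusted p = 2.85e-08). Spp1, which encodes osteopontin, rose by a log2 fold change of 4.42 (adjusted p = 2.85e-08), and Saa3, an acute phase protein, by 4.40 (adjusted p = 6.52e-06). Fabp1 and Krt79, markers of alveolar macrophages, had log2 fold changes of -3.74 (adjusted p = 1.20e-06) and -2.97 (adjusted p = 3.79e-06). Of 15 such markers 7 fell and 3 rose (7 and 3 adjusted over the list alone), at a median of -0.23 (adjusted p = 0.0177 from camera and adjusted p = 0.409 with an estimated correlation), and their mean level, as log2(RPKM + 1), was 3.983 in WT-Bleo replicate 6 and from 4.445 to 4.508 in the other WT-Bleo libraries. Igfbp3, an insulin-like growth factor binding protein, had -3.17 (adjusted p = 4.79e-07). Of 19 markers of monocyte-derived and lipid-associated macrophages, 17 rose (18 adjusted over the list alone), among them Gpnmb with 3.60 (adjusted p = 3.42e-08). The set had adjusted p = 6.37e-16 from camera and adjusted p = 0.0297 with an estimated correlation. Of 18 targets of p53, the transcription factor activated by DNA damage, 16 rose (17 adjusted over the list alone), among them Ccng1 with 2.01 (adjusted p = 2.85e-08) and Phlda3 with 2.05 (adjusted p = 6.40e-07). For the p53 targets as a set this gave adjusted p = 9.76e-13 from camera and adjusted p = 0.00664 with an estimated correlation. All 18 cell cycle genes rose (18 adjusted over the list alone), though as a list they had adjusted p = 0.159 with an estimated correlation. Of 18 endothelial markers, 15 fell and 1 rose (15 and 1 adjusted over the list alone), among them Ednrb, the endothelin B receptor, with -1.30 (adjusted p = 5.41e-06). The endothelial set had adjusted p = 3.08e-09 from camera and adjusted p = 0.0409 with an estimated correlation. Of 8 erythroid genes, which follow the blood left in the lung, 6 fell (7 adjusted over the list alone), with adjusted p = 0.129 with an estimated correlation. In knockout lungs, Clca1, a goblet cell protein, rose by a log2 fold change of 5.81 (standard error 0.43, adjusted p = 8.30e-05) and Chil4, a chitinase-like protein of type 2 inflammation, by 4.74 (standard error 0.56, adjusted p = 6.94e-04), a call that was lost by limma-voom and with Xist as a covariate (adjusted p up to 0.121). There 16 of the 19 macrophage markers rose and 1 fell (17 and 1 adjusted over the list alone; adjusted p = 0.189 with an estimated correlation). In all, 5066 genes were called in wildtype lungs (3045 higher and 2021 lower with bleomycin) and 3864 in knockout lungs (2167 higher and 1697 lower). At the study's thresholds, an unadjusted p under 0.05 and at least 1.5-fold, the counts were 1821 and 1220. The groups did not overlap in 34.1% of genes in wildtype and 28.1% in knockout lungs, where chance gives 2.86%. The change with bleomycin differed between the genotypes (interaction) for 36 genes, 23 with a positive and 13 with a negative difference, and 1805 genes had an unadjusted p under 0.05. The interaction count was 3 without WT-Sal replicate 4, WT-Bleo replicate 5, KO-Sal replicate 11 or KO-Bleo replicate 15, 4 without WT-Sal replicate 3, 5 without KO-Bleo replicate 14, 7 without WT-Sal replicate 1, 10 without KO-Sal replicate 9, 11 without WT-Sal replicate 2, 18 without KO-Bleo replicate 13, 20 without WT-Bleo replicate 8 and 60 without KO-Sal replicate 12. Under median-of-ratios scaling, chosen after seeing the data, 49.8% of the genes called in wildtype lungs were higher with bleomycin, against 60.1% without it.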

The comparison of differentially expressed genes, with 1.5-fold up-or down-regulation in wildtype and IL31RA knockout lungs, highlighted two clusters of genes as illustrated in the heatmap (Figure 2). A total of 458 genes were differentially expressed in the lungs of IL-31RA knockout mice compared to wildtype mice treated with bleomycin. 

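Erdr1, named as an erythroid differentiation regulator, had the lowest log2 fold change in KO-Bleo against WT-Bleo among the called genes. Its level was 0.750 ± 0.734 RPKM (SD, n = 4) in KO-Bleo and 10.3 ± 4.24 RPKM (SD, n = 4) in WT-Bleo (log2 fold change -2.70, standard error 0.32, adjusted p = 0.0184). Tmem267, a transmembrane protein gene 7.00 Mb from Il31ra (gene ID 633640, chromosome 13, 119488086 to 119610459), was at 1.44 ± 0.704 RPKM (SD, n = 4) and 7.40 ± 1.70 RPKM (SD, n = 4) (log2 fold change -1.80, standard error 0.22, adjusted p = 0.0184). Between KO-Sal and WT-Sal, without bleomycin, Erdr1 had a log2 fold change of -3.25 (adjusted p = 4.91e-04) and Tmem267 of -1.24 (adjusted p = 0.0678). Over all listed genes, 207 met the study's thresholds of an unadjusted p under 0.05 and at least 1.5-fold. At an adjusted p under 0.05 limma called 35, the smallest adjusted p being 0.0184, while 1825 genes had an unadjusted p under 0.05. The libraries of the groups did not overlap in 8.48% of genes, where chance gives 2.86%. Between KO-Sal and WT-Sal, without bleomycin, they did not overlap in 9.66%, and 2659 genes had an unadjusted p under 0.05. In KO-Bleo against WT-Bleo limma-voom on the whole reads called 581 genes, all 35 among them, and put 463 at the study's thresholds. With Xist as a covariate, which was at 61.4 ± 6.17 RPKM (SD, n = 4) in KO-Bleo and 55.5 ± 3.76 RPKM (SD, n = 4) in WT-Bleo and takes up part of the difference compared, or without WT-Bleo replicate 5 or 7 or KO-Bleo replicate 13 or 14, limma called 0 genes, with 806 to 1846 at an unadjusted p under 0.05, and it called 4 without WT-Bleo replicate 8 and 8 without KO-Bleo replicate 15. With single libraries left out, the count at the study's thresholds lay between 146 without WT-Bleo replicate 6 and 322 without WT-Bleo replicate 7, and without both shallow libraries, a setting chosen after seeing the data, 95 genes were called, 30 of the 35 among them. Genes at these thresholds numbered 394 and 59 with pseudocounts of 0.1 and 5, 80 with at least 10 reads in every library, 107 with Xist as a covariate and, chosen after seeing the data, 133 with quality weights.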

About 228 genes were up-regulated in IL-31RA knockout mice, and 230 genes were down-regulated, with the loss of IL-31RA signaling (Supplementary Table 3). 

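Hc, Pigr, Itih4 and Mme were among the 20 genes called higher in KO-Bleo than in WT-Bleo. Hc, which encodes complement C5 (gene ID 15139, chromosome 2, 34983329 to 35068506), was at 166 ± 19.6 RPKM (SD, n = 4) in KO-Bleo and 82.2 ± 12.0 RPKM (SD, n = 4) in WT-Bleo (log2 fold change 1.01, standard error 0.11, adjusted p = 0.0184). Pigr, the receptor that carries IgA across epithelia, had a log2 fold change of 0.90 (adjusted p = 0.0250). Itih4, an acute phase protein, had 0.81 (adjusted p = 0.0184), and Mme, the peptidase neprilysin, had 0.78 (adjusted p = 0.0274). Among the lower genes, Esm1, an endothelial proteoglycan 0.663 Mb from Il31ra, had a log2 fold change of -1.28 (standard error 0.17, adjusted p = 0.0250). Pla1a, a phospholipase, had -1.05 (adjusted p = 0.0250), and Chl1, a neural adhesion molecule, had -1.08 (adjusted p = 0.0274). Of 23 genes of TGF-beta, BMP and WNT signalling, 2 were called lower in KO-Bleo (15 lower adjusted over the list alone), namely the BMP targets Id3 with -0.63 (adjusted p = 0.0250) and Id1 with -0.52 (adjusted p = 0.0250). The list was lower as a set, at a median log2 fold change of -0.48 (adjusted p = 1.83e-13 from camera and adjusted p = 0.0298 with an estimated correlation). Of 20 genes of lipid synthesis, 1 was called higher (10 adjusted over the list alone), Idi1 of the isoprenoid pathway with 0.68 (adjusted p = 0.0488). The lipid synthesis list had a median log2 fold change of 0.23 (adjusted p = 1.97e-07 from camera and adjusted p = 0.0675 with an estimated correlation), and in KO-Sal against WT-Sal 0.34 (adjusted p = 9.43e-05 from camera and adjusted p = 0.668 with an estimated correlation). There its mean level, as log2(RPKM + 1), was 5.633 in KO-Sal replicate 10 and from 4.798 to 5.024 in the other KO-Sal libraries, and that of adipocyte markers, with a median log2 fold change of 1.06 (adjusted p = 0.0117 from camera and adjusted p = 0.668 with an estimated correlation), was 5.079 in KO-Sal replicate 10 and from 2.720 to 2.840 in the other KO-Sal libraries. By direction, 97 genes were higher and 110 lower in KO-Bleo at the study's thresholds, and 20 higher and 15 lower at an adjusted p under 0.05. The share called higher was 57.1% of 35, and it turned to 44.4% of 581 by limma-voom, 43.1% of 269 with a shared spread, 40.9% of 149 with at least 10 reads in every library, 37.5% of 8 without KO-Bleo replicate 15 and, in settings chosen after seeing the data, 45.6% of 406 with quality weights and 47.4% of 95 without both shallow libraries. The calls of Hc, Pigr, Itih4, Mme, Esm1, Pla1a, Chl1, Id1, Id3 and Idi1 all ended with Xist as a covariate and without WT-Bleo replicate 5 or 7 or KO-Bleo replicate 13, 14 or 15, and all but that of Hc without WT-Bleo replicate 8, that of Esm1 also without KO-Bleo replicate 16 and that of Idi1 without WT-Bleo replicate 6 or both shallow libraries, the latter chosen after seeing the data, and with pseudocounts of 0.1 and 5, and that of Id1 with a shared spread (adjusted p between 0.0527 and 0.186 in these fits without a library, and 5.76e-05 to 0.222 over all alternatives).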

Gene ontology enrichment analysis of down-regulated genes suggested that IL-31RA is involved in the expression of several ECM-associated genes (*Col1a1, Col3a, Fn1, Arg1, Timp1, Mmp13, Ereg, and IL-6)*, Protein G coupled receptor Gα(i) signaling (Ccl28, Rgs5, Rgs4, and Rgs16), Epithelium-associated genes (*Krt4, Krt5, Krt14, Krt20)*, Adenylate cyclase activity (*Calcb, Calcr*), and chemotaxis (*Ccl28, Mcp1, IL6*). 

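Fn1, the matrix protein fibronectin (gene ID 14268, chromosome 1, 71585473 to 71653280), was at 142 ± 23.3 RPKM (SD, n = 4) in KO-Bleo and 247 ± 39.1 RPKM (SD, n = 4) in WT-Bleo (log2 fold change -0.79, standard error 0.14, adjusted p = 0.0620). Timp1, an inhibitor of matrix proteases, was at 37.3 ± 6.45 RPKM (SD, n = 4) and 76.1 ± 17.1 RPKM (SD, n = 4) (adjusted p = 0.0620). Col1a1 and Col3a1, which encode fibrillar collagens, had log2 fold changes of -0.67 (adjusted p = 0.170) and -0.37 (adjusted p = 0.323). The collagenase Mmp13 had -0.53 (adjusted p = 0.126), the growth factor Ereg -0.77 (adjusted p = 0.208) and the cytokine Il6 -0.21 (adjusted p = 0.821). With bleomycin in wildtype lungs, Fn1 rose by 2.56 (adjusted p = 4.57e-07), Col1a1 by 1.40 (adjusted p = 1.81e-05) and Mmp13 by 1.20 (adjusted p = 2.49e-05). Col3a1 rose by 0.93 (adjusted p = 8.05e-05) there and by 1.47 (adjusted p = 5.27e-04) in knockout lungs. The difference between the genotypes in the change with bleomycin was -0.60 (adjusted p = 0.296) for Fn1, -0.35 (adjusted p = 0.585) for Col1a1, 0.54 (adjusted p = 0.408) for Col3a1, -0.46 (adjusted p = 0.441) for Timp1 and -0.37 (adjusted p = 0.353) for Mmp13. Rgs5, a regulator of G protein signalling found in pericytes, was at 6.88 ± 1.40 RPKM (SD, n = 4) in KO-Bleo and 15.3 ± 0.571 RPKM (SD, n = 4) in WT-Bleo (log2 fold change -1.07, standard error 0.12, adjusted p = 0.0184). Rgs16 of the same family had -1.13 (adjusted p = 0.101). Ccl2, the chemokine also called MCP-1, had -0.43 (adjusted p = 0.354), and Calcb and Calcr, of calcitonin peptides and their receptor, had -0.96 (adjusted p = 0.267) and -0.27 (adjusted p = 0.609). Without the shallow WT-Bleo replicate 6 Calcb had -0.64 (adjusted p = 0.133), and with pseudocounts of 0.1 and 5 -1.41 and -0.43, with an adjusted p of 0.0134 to 0.961 over the alternatives. The study chose the following lists on these libraries, so their direction is not independent evidence. Of its 12 genes associated with the extracellular matrix (ECM), limma called 0, with 11 lower at an unadjusted p under 0.05, 6 called lower by limma-voom and 11 adjusted over the list alone. As a set they had adjusted p = 1.06e-12 from camera and adjusted p = 0.0491 with an estimated correlation, and in KO-Sal against WT-Sal a median of -0.17 (adjusted p = 9.69e-05 from camera and adjusted p = 0.470 with an estimated correlation). Their mean level, as log2(RPKM + 1), was 2.842 in KO-Sal replicate 12, from 2.499 to 2.601 in the other KO-Sal libraries and from 2.918 to 2.991 in WT-Sal. Of 5 genes of G alpha(i) signalling, 1 was called lower, Rgs5 (5 adjusted over the list alone), with adjusted p = 0.0491 with an estimated correlation. None of 7 epithelial genes was called by limma, with 4 lower at an unadjusted p under 0.05, 3 by limma-voom and 4 adjusted over the list alone (adjusted p = 0.164 with an estimated correlation). Nor were any of 4 genes of adenylate cyclase activity (3 lower at an unadjusted p under 0.05, 1 by limma-voom, 2 adjusted over the list alone, adjusted p = 0.184 with an estimated correlation), and their mean level, as log2(RPKM + 1), was 1.521 in WT-Bleo replicate 6 and from 0.769 to 0.875 in the other WT-Bleo libraries. Of 4 genes of chemotaxis limma called 0, with 2 lower at an unadjusted p under 0.05, 2 by limma-voom and 2 adjusted over the list alone (adjusted p = 0.240 with an estimated correlation). The call of Rgs5 was lost with Xist as a covariate and without WT-Bleo replicate 5, 7 or 8 or KO-Bleo replicate 13 or 14 (adjusted p between 0.0527 and 0.0836; over all alternatives between 9.68e-06 and 0.0836). Fn1 and Timp1 were called by limma-voom, with a spread shared by all groups and under each filter on low values. Fn1 was also called without KO-Bleo replicate 16 (adjusted p = 0.0493, and 0.00967 to 0.352 over the alternatives). Il6 turned to the other direction with a pseudocount of 0.1 and without WT-Bleo replicate 7 (log2 fold change 0.00256). Its log2 fold change was -1.03 by limma-voom, without a call, and -0.63 as the ratio of the group means without a pseudocount. From the enrichment of these groups among its down-regulated genes the paper proposes that IL-31RA is involved in their expression. By RT-PCR of lung RNA it also reports lower Col1a1, Col3a1, Fn1, Mmp13, Timp1, Il6, Krt5 and Krt14 in knockout lungs under bleomycin. By ELISA it reports less IL-6 and MCP-1 protein there. The RT-PCR and ELISA values were not re-analysed here.

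**Figure D2:**
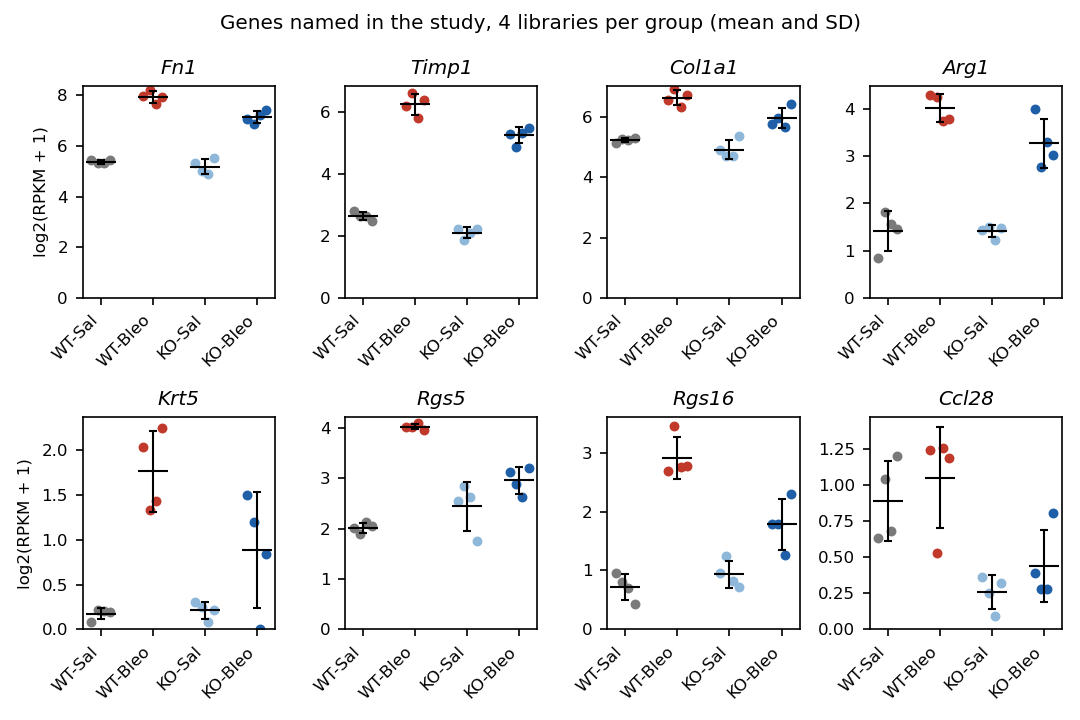
Levels, as log2(RPKM + 1), of genes named by the study in each library of the 4 groups, with 1 point per library, and the mean and SD of each group (n = 4). Rgs5 lies lower in all KO-Bleo libraries than in any WT-Bleo library.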

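Gria1, Avpr1a and Adra1a, receptor genes displayed in Fig. 2A as higher in the knockout, had low values in both groups. Gria1, a subunit of glutamate receptors, was at 1.20 ± 0.343 RPKM (SD, n = 4) in KO-Bleo and 0.554 ± 0.104 RPKM (SD, n = 4) in WT-Bleo (log2 fold change 0.49, standard error 0.13, adjusted p = 0.177). Avpr1a, a vasopressin receptor, had a log2 fold change of 0.35 (adjusted p = 0.420) and Adra1a, an adrenergic receptor, of 0.13 (adjusted p = 0.682). Of 32 genes read from the upper cluster of Fig. 2A, limma called 2 higher and 0 lower (15 and 0 adjusted over the list alone). At an unadjusted p under 0.05, 23 were higher and 0 lower, and limma-voom called 14 higher and 0 lower. The genes called by limma are Chil1, a chitinase-like protein, and Lamp3, a protein of the lamellar bodies that store surfactant. Krt23, a keratin, and Nr3c2, the mineralocorticoid receptor, had 0.73 (adjusted p = 0.0876) and 0.49 (adjusted p = 0.0894). The study chose these genes on the same libraries, so their direction is not independent evidence. As a set they were higher (adjusted p = 8.25e-20 from camera and adjusted p = 0.0377 with an estimated correlation). Under bleomycin in wildtype lungs 19 of the 32 fell and 2 rose (22 and 2 adjusted over the list alone), among them Nrn1, a neuronal growth protein, with -2.23 (adjusted p = 8.35e-06). That change had adjusted p = 0.0878 with an estimated correlation. Gria1 and Adra1a were called by limma-voom, Gria1 also with library quality weights, chosen after seeing the data, and Krt23 without KO-Bleo replicate 16 (adjusted p = 0.0472, and 0.00547 to 0.470 over the alternatives).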

Enrichment analysis of genes that were upregulated with the loss of IL-31RA suggested an increase in the expression of genes associated with the G protein-coupled receptor, and synaptic and calcium signaling.

**Figure 2:**
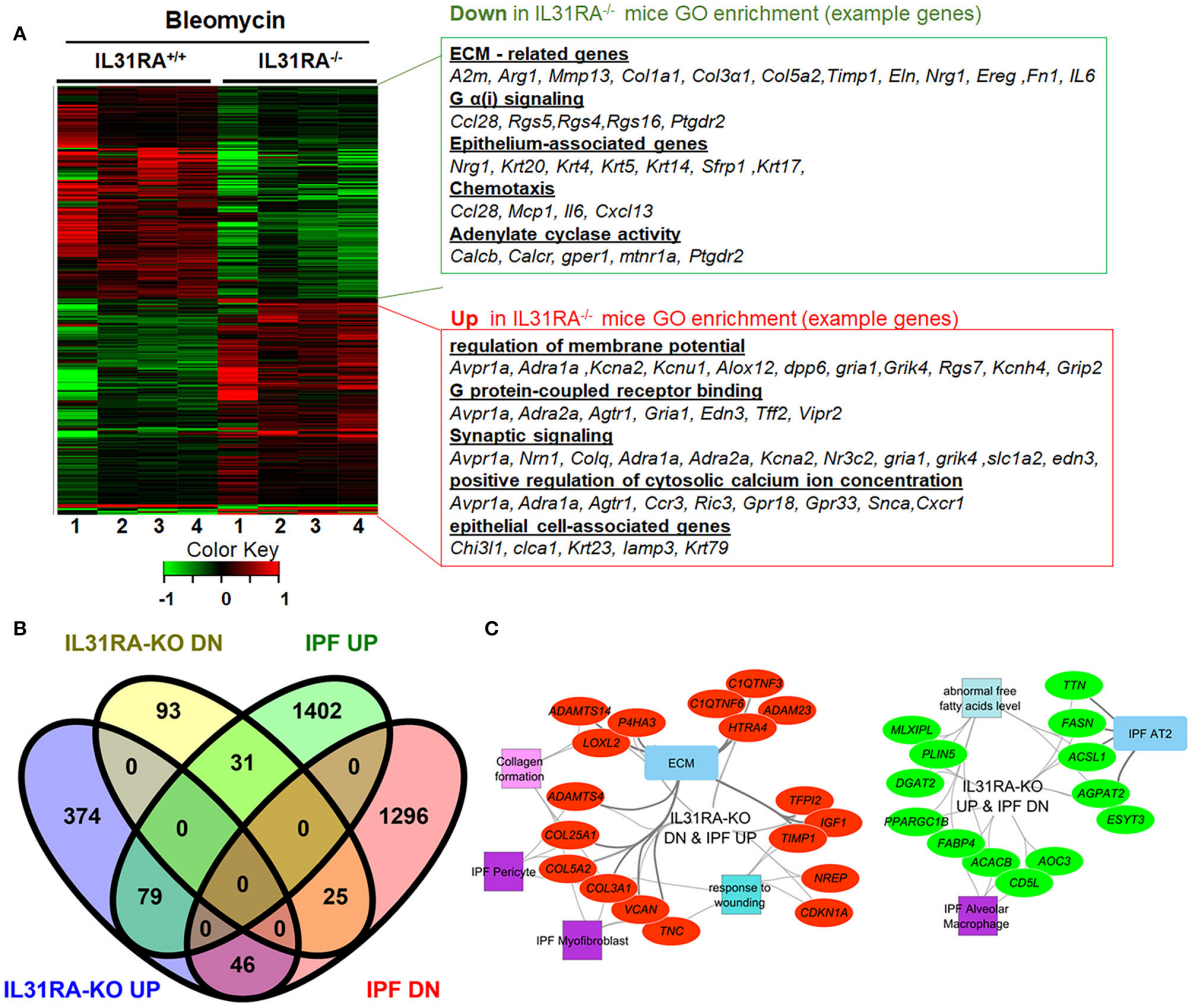
The IL-31-IL-31RA axis regulated gene networks during bleomycin-induced pulmonary fibrosis and IPF. Total lung RNA was isolated from bleomycin or saline-treated mice and performed RNA-seq analysis. **(A)** The heat map shows two clusters of differentially expressed genes that were up-or down-regulated by at least 1.5-fold upon bleomycin treatment of genetic knockdown of IL-31RA compared to wildtype mice. Gene Ontology Enrichment analysis for IL-31RA-dependent gene transcripts was performed using ToppFun. **(B)** Venn diagram of IL31RA-regulated genes compared with differentially expressed lung transcripts of IPF patients. **(C)** IL-31RA-driven gene networks that are activated in IPF were analyzed using ToppFun and visualized using Cytoscape. Red- and green-colored oval shapes represent genes that are IL31RA-regulated and up-or down-regulated, respectively in IPF lungs. Both square and rectangle shapes represent different enriched biological processes and cell types for the inversely correlated genes between the IL-31-IL-31RA axis and IPF.

Next, to identify the IL-31RA-dependent genes that are also dysregulated and relevant to IPF pathogenesis, differentially expressed genes in IPF lungs were obtained and compared to IL-31RA-dependent genes (Figure 2B). In total, 181 IPF differentially expressed genes were identified that were also dysregulated with the loss of IL-31RA (Figure 2B). This IL-31RA dependent gene list includes 31 genes that were up-regulated, and 46 down-regulated genes, in IPF lungs (Figure 2B and Supplementary Figure 1). We performed an enrichment analysis of these negatively correlated genes using the ToppFun application and visualized the gene networks using Cytoscape. As shown in Figure 2C, our gene functional enrichment analysis further supports alterations in fibroblast- and epithelial cell-associated genes and also a decrease in multiple collagen gene transcripts.

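Collagens of the basement membrane had lower values in KO-Bleo than in WT-Bleo, and none of those named here was called. Col4a1, a chain of the collagen network of basement membranes (gene ID 12826, chromosome 8, 11198423 to 11312889), was at 197 ± 28.8 RPKM (SD, n = 4) in KO-Bleo and 288 ± 20.8 RPKM (SD, n = 4) in WT-Bleo (log2 fold change -0.55, standard error 0.10, adjusted p = 0.0686). Its partner Col4a2 had a log2 fold change of -0.61 (standard error 0.10, adjusted p = 0.0594). Col18a1, the source of endostatin, had -0.35 (adjusted p = 0.165) and the fibrillar collagen Col5a2 had -0.63 (adjusted p = 0.101). In wildtype lungs bleomycin raised Col4a1 by 1.13 (adjusted p = 6.22e-06) and Col18a1 by 1.09 (adjusted p = 7.01e-06). None of 20 basement membrane genes was called by limma in KO-Bleo against WT-Bleo, with 10 lower at an unadjusted p under 0.05, 4 by limma-voom and 5 adjusted over the list alone. Of its 20 members 17 were below 0 (median -0.20). As a set the list was called by camera (adjusted p = 1.29e-07) but not with an estimated correlation (adjusted p = 0.184). Its mean level, as log2(RPKM + 1), was 4.868 in KO-Bleo replicate 16, from 4.612 to 4.642 in the other KO-Bleo libraries and from 4.769 to 5.025 in WT-Bleo. Under saline the level was 4.602 in KO-Sal replicate 12, from 4.245 to 4.435 in the other KO-Sal libraries and from 4.373 to 4.590 in WT-Sal. Without bleomycin the median log2 fold change of the list was -0.12 in KO-Sal against WT-Sal (adjusted p = 0.00206 from camera and adjusted p = 0.668 with an estimated correlation), where that of the endothelial markers was -0.09 (adjusted p = 0.00208 from camera and adjusted p = 0.668 with an estimated correlation). Of 17 markers of pericytes and resident fibroblasts, 1 was called lower, Rgs5 (4 lower and 1 higher adjusted over the list alone). Their median log2 fold change was -0.11 (adjusted p = 0.0459 from camera and adjusted p = 0.483 with an estimated correlation). Its members lay on both sides of 0, with Cd248, a stromal surface protein, at -0.90 (adjusted p = 0.0760) and Inmt, a methyltransferase of alveolar fibroblasts, at 0.62 (adjusted p = 0.137). Among 18 endothelial markers 1 was called lower, Esm1 (5 lower and 1 higher adjusted over the list alone). The endothelial median was -0.11 (adjusted p = 4.75e-04 from camera and adjusted p = 0.164 with an estimated correlation). Without KO-Bleo replicate 16, Col4a1 and Col4a2 were called (adjusted p = 0.0222 and 0.0257, with 0.00547 to 0.352 over the alternatives), and the call of Esm1 was lost without WT-Bleo replicate 5, 7 or 8 or KO-Bleo replicate 13, 14, 15 or 16 (adjusted p between 0.0527 and 0.110; over all alternatives between 3.62e-04 and 0.222). The patients' expression data compared in Figure 2B and 2C were not analysed here.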

### The Loss of IL-31RA Signaling Attenuates the Expression of Pro-fibrotic Genes

To validate the findings using RNA-seq, fibrosis-associated gene transcripts were quantified in the total lung RNA of IL-31RA knockout and wildtype mice treated with bleomycin or saline. The major ECM gene transcripts including *Col1*α*, Col3*α, and *Fn1* were upregulated in lungs of wildtype mice treated with bleomycin compared to wildtype mice treated with saline. This increase in ECM gene expression was significantly attenuated in IL-31RA knockout mice compared to wildtype mice treated with bleomycin (Figure 3A). Similarly, genes associated with ECM production and remodeling were significantly decreased with the loss of IL-31RA; these genes included MMP13 and TIMP1, as well as IL-6 which increased in wildtype mice during bleomycin-induced pulmonary fibrosis (Figure 3B). 

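Of 18 surfactant and other genes of alveolar type 2 cells, which line the air sacs and renew them, 12 fell and 2 rose with bleomycin in wildtype lungs (13 and 2 adjusted over the list alone). In KO-Bleo against WT-Bleo 7 were higher and 0 lower (18 and 0 adjusted over the list alone). Sftpc, a surfactant protein specific to these cells (gene ID 20389, chromosome 14, 70520941 to 70524081), was at 13943 ± 725 RPKM (SD, n = 4) in KO-Bleo and 9913 ± 447 RPKM (SD, n = 4) in WT-Bleo (log2 fold change 0.49, standard error 0.06, adjusted p = 0.0184). Lamp3 had a log2 fold change of 0.69 (standard error 0.08, adjusted p = 0.0184), Chil1 of 0.86 (adjusted p = 0.0184) and Sftpa1, another surfactant protein, of 0.60 (adjusted p = 0.0250). As a set the list was higher (adjusted p = 1.04e-23 from camera and adjusted p = 0.0298 with an estimated correlation). Lamp3 and Sftpa1 fell with bleomycin in wildtype lungs, with log2 fold changes of -0.84 (adjusted p = 4.17e-05) and -1.16 (adjusted p = 6.24e-06), while the list had adjusted p = 0.0512 with an estimated correlation. The change with bleomycin differed between the genotypes for 6 of the genes (15 adjusted over the list alone), among them Lamp3 with 0.93 (adjusted p = 0.0118) and Chil1 with 0.86 (adjusted p = 0.0118). For the list this difference had adjusted p = 4.52e-18 from camera and adjusted p = 0.0289 with an estimated correlation. Krt17, a keratin of basal and injured epithelium, had -0.84 (adjusted p = 0.187), and Cldn4, a tight junction protein, had -0.67 (adjusted p = 0.0801). Krt4 and Krt20, keratins of squamous and glandular epithelium, had -0.31 (adjusted p = 0.584) and -0.25 (adjusted p = 0.637). None of 15 basal and squamous genes was called by limma, with 6 lower at an unadjusted p under 0.05, 4 by limma-voom and 3 adjusted over the list alone (median -0.38, adjusted p = 0.184 with an estimated correlation). Nor was any of 14 genes of the Krt8-high transitional state, with 8 lower at an unadjusted p under 0.05, 6 by limma-voom and 5 adjusted over the list alone (median -0.26, adjusted p = 0.164 with an estimated correlation). Among 14 alveolar type 1 genes limma called 0, with 3 lower at an unadjusted p under 0.05, 1 by limma-voom and 1 adjusted over the list alone (median -0.08, adjusted p = 0.407 with an estimated correlation). Among 16 genes of ciliated cells it called 0, with 2 higher at an unadjusted p under 0.05, 1 by limma-voom and 0 adjusted over the list alone (median 0.14, adjusted p = 0.407 with an estimated correlation). Of 16 genes of club and goblet cells limma called none, with 4 higher and 2 lower at an unadjusted p under 0.05, 2 higher by limma-voom, and 4 higher and 1 lower adjusted over the list alone (adjusted p = 0.196 from camera and adjusted p = 0.557 with an estimated correlation). Clca1 had 1.88 (adjusted p = 0.103) and Bpifa1, an airway defence protein, had -1.37 (adjusted p = 0.0728). The calls of Sftpc, Lamp3, Chil1 and Sftpa1 between KO-Bleo and WT-Bleo ended with Xist as a covariate and without WT-Bleo replicate 5 or 7 or KO-Bleo replicate 13 or 14, all but that of Chil1 without KO-Bleo replicate 15, those of Sftpc and Sftpa1 without WT-Bleo replicate 8, and that of Sftpc without both shallow libraries, a setting chosen after seeing the data (adjusted p between 0.0527 and 0.102 in these fits without a library, and 1.58e-06 to 0.222 over all alternatives).

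**Figure D3:**
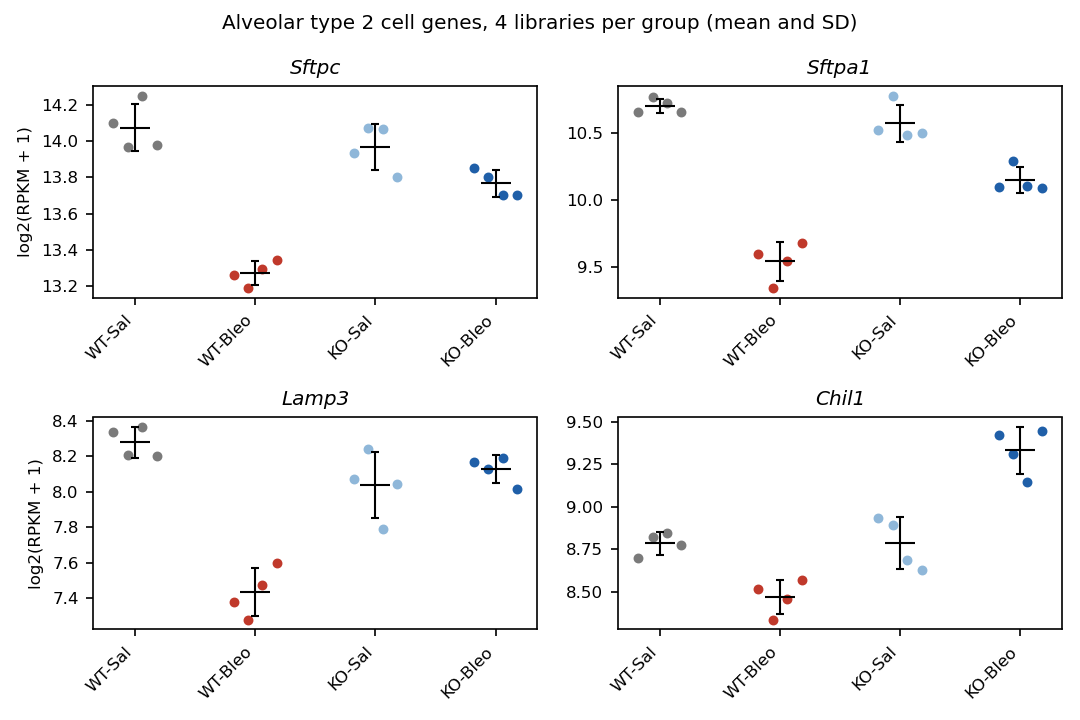
Levels, as log2(RPKM + 1), of alveolar type 2 genes in each library of the 4 groups, with 1 point per library, and the mean and SD of each group (n = 4); the axes do not start at 0. In RPKM, Sftpc lies between 13327 and 14797 in KO-Bleo and between 9347 and 10407 in WT-Bleo.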

The total lung RNA-seq analysis also suggests altered expression of several epithelial cell-associated genes with the loss of IL-31RA during bleomycin-induced pulmonary fibrosis (Figure 2). To validate the differential expression of genes associated with epithelial cells, we measured transcript levels of several epithelium-associated genes including *Krt5*, and *Krt14*. As shown in Figure 4A, we observed a significant increase in the transcripts of Krt5, and Krt14 in wildtype mice treated with bleomycin compared to saline-treated wildtype mice. This increase in epithelial gene transcripts was attenuated with the loss of IL-31RA compared to wildtype mice treated with bleomycin (Figure 4A). These findings suggest a critical role for airway epithelium in the pathophysiology of IL-31RA-driven pulmonary fibrosis and decline in lung function. Therefore, we studied the effect of IL-31 on airway epithelial cells in the production of pro-fibrotic cytokines associated with pulmonary fibrosis. Bronchial epithelial cell line BEAS-2B, or primary bronchial epithelial cells, were stimulated with IL-31 cytokine and the transcript levels of *Mcp1* and *IL-6* were determined using RTPCR. The production of pro-fibrotic cytokines, including *Mcp1* and *IL-6*, increased with IL-31 stimulation in both BEAS-2B and HBEC cells (Figures 4B,C). In addition, we observed a significant increase in the expression of IL-31RA with IL-31 stimulation in both BEAS-2B and HBEC cells (Supplementary Figure 3). We quantified the levels of IL-6 and MCP1 in lung lysates of wildtype and IL-31RA knockout mice treated with bleomycin using ELISA and observed a significant decrease in both IL-6 and MCP1 in IL31RA knockout mice compared to wildtype mice treated with bleomycin (Supplementary Figure 4). These findings suggest that IL-31-driven signaling increases the production of pro-fibrotic cytokines by epithelial cells in the pathogenesis of pulmonary fibrosis.

**Figure 3:**
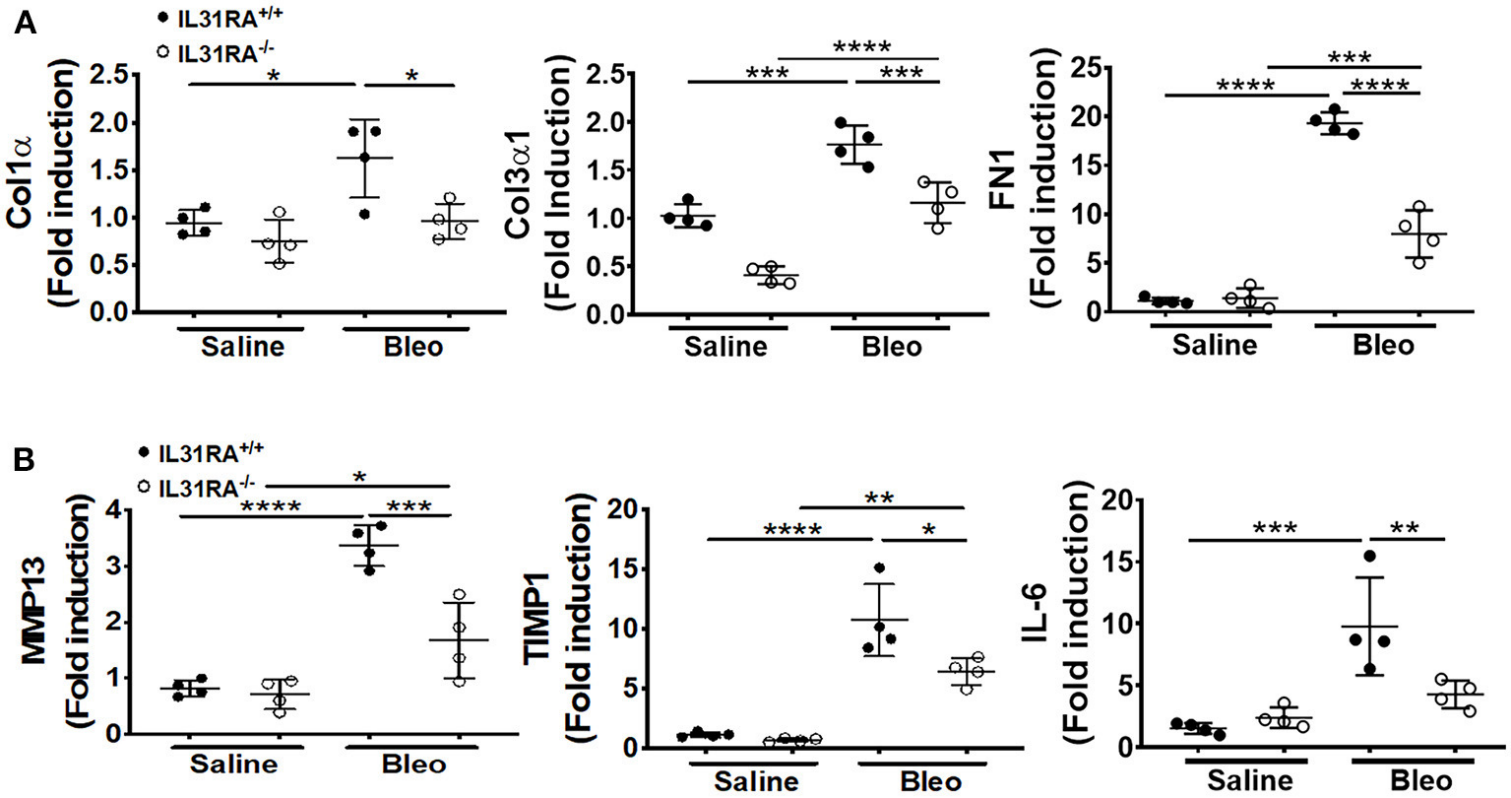
The loss of IL-31RA signaling attenuates the expression of fibrosis-associated genes during bleomycin-induced pulmonary fibrosis. Total lung RNA was isolated from wildtype and IL-31RA^−/−^ mice treated with saline and bleomycin and fibrosis-associated genes quantified using real-time RTPCR. **(A)** Quantification of ECM gene transcripts including Col1α, Col3α1, and Fn1. **(B)** Quantification of gene transcripts involved in ECM remodeling and production including Mmp13, Timp1, and IL-6. Data presented as Mean ± SEM (*n* = 4/group). Statistical analysis was performed using one-way ANOVA with Tukey's multiple comparisons test *p < 0.05; **p < 0.01; ***p < 0.005; ****p < 0.001.

**Figure 4:**
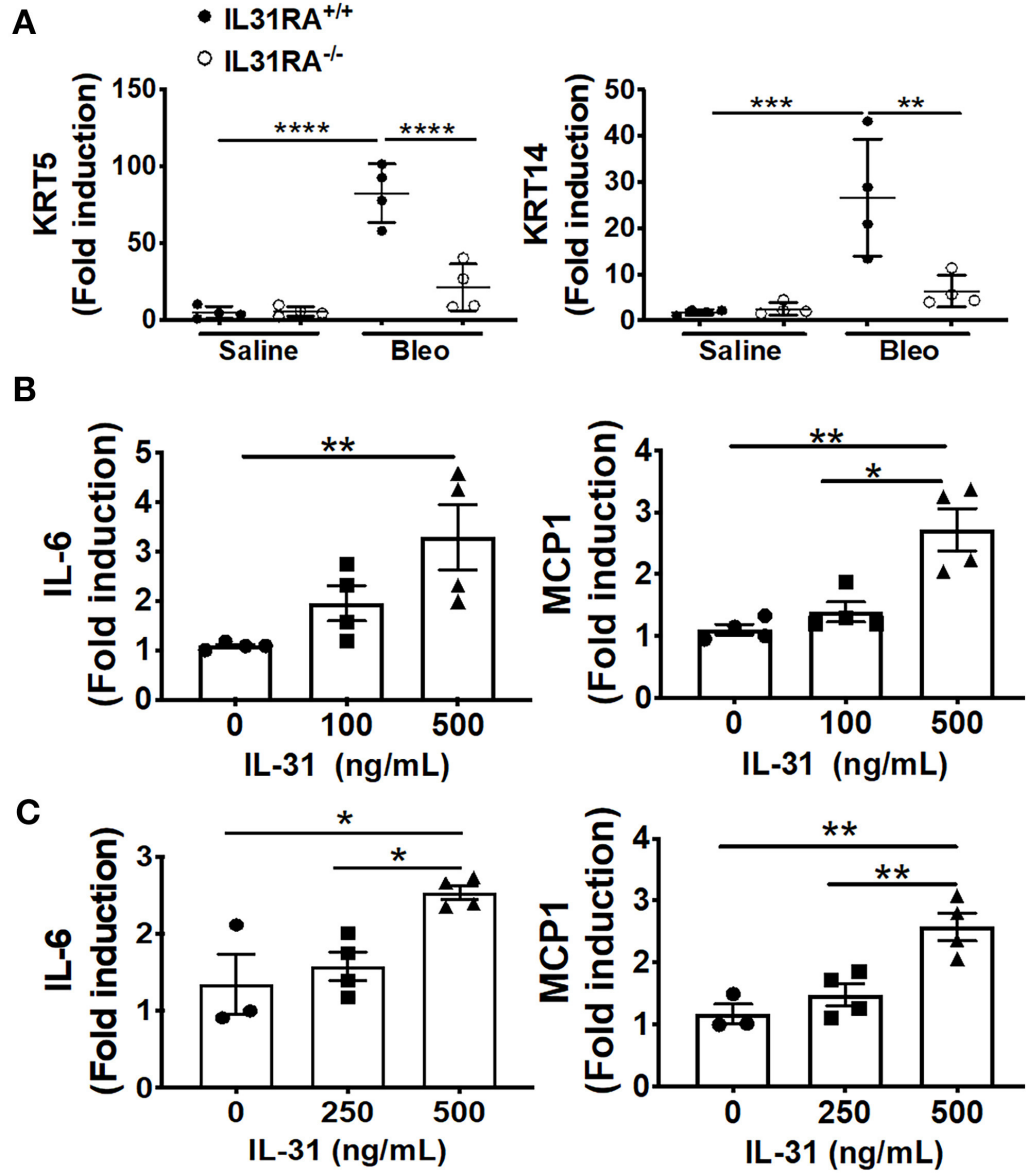
The loss of IL-31RA signaling alters the expression of epithelial cell-specific gene expression during bleomycin-induced pulmonary fibrosis. **(A)** Reduced expression of epithelial cell-specific genes including KRT5 and KRT14 in the lungs during bleomycin-induced pulmonary fibrosis. **(B)** Bronchial epithelial cell line BEAS-2B was stimulated with recombinant IL-31 for 24 h and the transcripts of MCP1 and IL-6 measured using RT-PCR. **(C)** primary normal human bronchial epithelial (HBEC) cells were stimulated with recombinant IL-31 for 24 h and the transcripts of MCP1 and IL-6 measured using RT-PCR. Data presented as Mean ± SEM (*n* = 4 mice/group). Statistical analysis was performed using one-way ANOVA with Tukey's multiple comparisons test *p < 0.05; **p < 0.01; ***p < 0.005; ****p < 0.001.

### Increased Frequency of IL-31 Producing Cells in IPF Patients

To determine whether IL-31 is involved in human IPF, IL-31 staining was performed in the lung sections obtained from healthy controls and IPF patients. In contrast to normal lungs, we observed prominent immunostaining for IL-31 in cells populated in the thickened parenchymal areas of IPF lungs (Figure 5A). We quantified the number of IL-31-positive cells and total cells in lung images to assess the accumulation of IL-31-positive cells in IPF lungs compared to healthy lungs. There was a significant increase in the percent of IL-31-positive cells in the lungs from IPF patients compared with healthy controls (Figure 5B). Previous studies have described type 2 CD4 T cells as the main source of IL-31 production in chronic allergic diseases such as AD (11, 44). To determine the frequency of IL-31 producing CD4 T cells in IPF, PBMCs were stimulated with PMA-ionomycin or medium for 5 h and fixed. Cells were fluorescently stained with IL-31 and IL-4 and analyzed by flow cytometry with a gating strategy as illustrated in Supplementary Figure 2. Notably, the majority of IL-31 producing cells in PBMCs were T cells. CD4 T cells producing IL-31, or IL-4 and IL-31, were significantly increased in PBMCs of IPF patients compared to healthy controls (Figures 5C–E).

**Figure 5:**
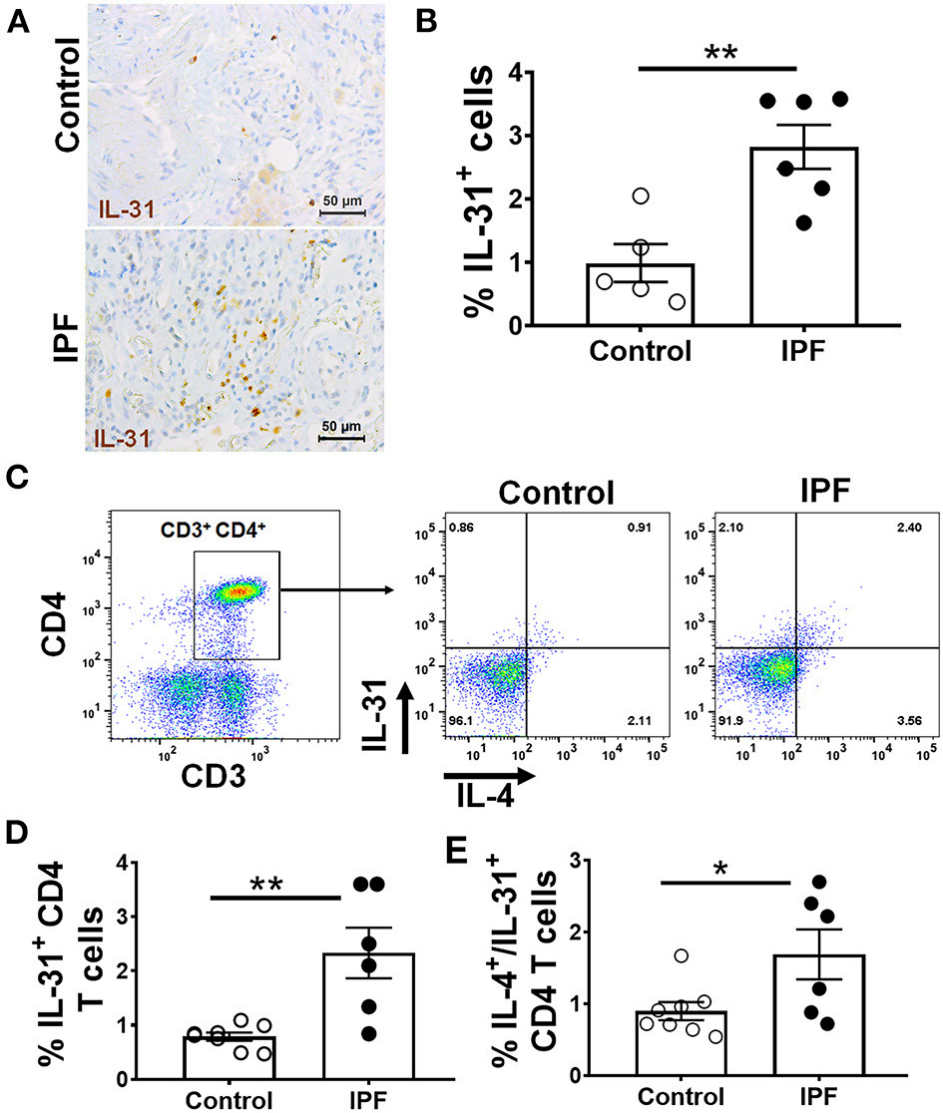
Increased staining and frequency of IL-31-positive CD4 T cells in IPF. Lung sections from IPF and non-IPF control subjects were probed to detect the expression of IL-31 by immunohistochemistry, **(A)** Representative images of IL-31 expression in non-IPF (top) and IPF (bottom) lung sections. **(B)** Percent of IL-31^+^ cells in total lung cells quantified in IHC stained lung sections. Data are shown as mean ± SEM., **p < 0.01. Peripheral blood mononuclear cells (PBMC) of IPF patients (*n* = 7) and healthy control subjects (*n* = 8) were isolated and stimulated with PMA and ionomycin, intracellular cytokine expression of IL-31 and IL-4 were assessed by flow cytometry. **(C)** Representative images of CD3 CD4 cells expressing IL-31 and IL-4. **(D)** Percent of IL-31 and **(E)** IL4/IL-31- producing CD4 T cells are shown. Data presented as mean ± SEM with *n* = 6-9, with *p < 0.05, **p < 0.01. Student *t*-test was used to compare the mean between groups.

## Discussion

In this study, we have demonstrated that bleomycin-induced pulmonary fibrosis is dependent on IL-31RA-driven signaling. The loss of IL-31RA signaling was associated with a decrease in hydroxyproline and downregulation of several pro-fibrotic gene transcripts. In addition, our findings demonstrate that the loss of IL-31RA attenuates lung function decline as observed during bleomycin induced-pulmonary fibrosis. We also showed that IL-31-positive cells are increased in fibrotic lung lesions of IPF patients and IL-31 is predominantly produced by CD4 T cells. These findings illustrate the potential utility of targeting the IL-31/IL-31RA axis to treat IPF.

Previous studies have identified important roles for Th2 T cell-derived IL-4 and/or IL-13 in the development of pulmonary fibrosis and other fibrotic diseases. However, the role of IL-31/IL-31RA signaling in pulmonary fibrosis has remained unexplored. Our previous study along with other research studies have shown that the administration of exogenous IL-31, or overexpression of IL-31, in transgenic mice induces skin thickening and alters the skin barrier. These findings suggest that IL-31/IL-31RA signaling plays an integral role in inflammation and fibrosis (10, 11). Previous studies have suggested a potential role for IL-31-driven signaling in the development of fibrosis in various organs including the liver (23) and intestine (45). Shish and colleagues reported increased expression of IL-31RA on intestinal myofibroblasts following treatment with Tl1a, a TNF superfamily 15 protein, and established an association between IL-31RA signaling and colonic fibrosis (45). Here, we dissected the pro-fibrotic role of the IL-31/IL-31RA axis using a mouse model of bleomycin-induced pulmonary fibrosis. Our studies which were conducted using IL-31RA knockout mice revealed a significant decrease in hydroxyproline and subsequent improvement in lung function. In addition, whole lung transcriptome analysis revealed a decrease in the expression of ECM-related genes, which thus supports the role of IL-31/IL-31RA in lung fibrosis. 

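Most genes of fibrillar collagens and structural ECM had lower values in KO-Bleo than in WT-Bleo, and 1 of 35 passed the test. Fbln2, fibulin-2 of elastic fibres (gene ID 14115, chromosome 6, 91212460 to 91272540), was at 5.15 ± 0.408 RPKM (SD, n = 4) in KO-Bleo and 10.7 ± 1.32 RPKM (SD, n = 4) in WT-Bleo (log2 fold change -0.92, standard error 0.10, adjusted p = 0.0184). Eln, which encodes elastin, had a log2 fold change of -0.92 (standard error 0.15, adjusted p = 0.0557) and Sparc, a collagen-binding protein, of -0.55 (standard error 0.10, adjusted p = 0.0736). Over the list, 27 members were below 0, 20 were lower at an unadjusted p under 0.05, 9 were called lower by limma-voom and 18 were lower adjusted over the list alone. The median log2 fold change was -0.32 (adjusted p = 1.33e-11 from camera and adjusted p = 0.184 with an estimated correlation). As log2(RPKM + 1), the mean level of the list was 5.079 in KO-Bleo replicate 16, within the WT-Bleo range of 5.018 to 5.215. In the other KO-Bleo libraries it was from 4.690 to 4.769. With bleomycin 25 of the 35 rose and 1 fell in wildtype lungs (27 and 1 adjusted over the list alone), and 21 rose and 0 fell in knockout lungs (23 and 0). As lists these changes had adjusted p = 0.0512 and 0.326 with an estimated correlation. The change with bleomycin differed between the genotypes for 2 members (3 adjusted over the list alone), Fmod, fibromodulin of collagen fibrils, with -1.29 (adjusted p = 0.0438) and Fbln2 with -0.92 (adjusted p = 0.0486). The list as a whole was not called for this difference (median -0.16, adjusted p = 0.124 from camera and adjusted p = 0.682 with an estimated correlation). Without bleomycin, Col3a1 had -0.91 (adjusted p = 0.0678) and Eln -1.20 (adjusted p = 0.0951) in KO-Sal against WT-Sal, and the list had a median of -0.08 (adjusted p = 2.99e-05 from camera and adjusted p = 0.558 with an estimated correlation). The mean level of the list, as log2(RPKM + 1), was 4.378 in KO-Sal replicate 12, from 4.014 to 4.123 in the other KO-Sal libraries and from 4.294 to 4.370 in WT-Sal. There 12 members were lower and 2 higher adjusted over the list alone, and Col3a1 and Eln were called without KO-Sal replicate 12 (adjusted p = 0.00247 and 0.00374, with 0.00247 to 0.239 over the alternatives). Fbln2 lost its call in KO-Bleo against WT-Bleo with Xist as a covariate and without WT-Bleo replicate 5, 7 or 8 or KO-Bleo replicate 13 or 14 (adjusted p between 0.0527 and 0.0836; over all alternatives between 2.05e-05 and 0.0836), and Eln was called without WT-Bleo replicate 6 or KO-Bleo replicate 16 (adjusted p = 0.0339 and 0.0472, with 0.00399 to 0.314 over the alternatives). The interaction calls of Fbln2 and Fmod were lost, apart from that of Fbln2 without KO-Sal replicate 9, without WT-Sal replicate 1, 2, 3 or 4, WT-Bleo replicate 5, 6 or 8, KO-Bleo replicate 13, 14, 15 or 16 or KO-Sal replicate 9, 10, 11 or 12 (adjusted p between 0.0510 and 0.123; over all alternatives between 0.0111 and 0.123), and with a pseudocount of 0.1, Xist as a covariate, the most abundant genes left out and both scalings chosen after seeing the data.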

Our findings align with a recent publication demonstrating that in scleroderma IL-31 contributes to skin fibrosis; in this study, a sub-cutaneous mini-pump was implanted in the skin to deliver IL-31 (21). We assessed changes in tissue inflammation using H&E staining of lung section from wildtype and IL-31RA knout-out mice treated with saline and bleomycin (Supplementary Figure 5). We observed limited or no changes in tissue inflammation between wildtype and IL-31RA knockout mice treated with bleomycin. Future studies are warranted to identify both qualitative and quantitative changes in inflammation in the absence of IL-31RA using alternative mouse models of airway inflammation. Together, these studies indicate that IL-31-driven signaling is a key factor driving pulmonary fibrosis. However, additional studies are needed to identify specific mechanisms by which IL-31 contributes to ECM production and decline in lung function during bleomycin-induced pulmonary fibrosis.

Previous studies have identified CD4 helper T cells as a source of IL-31 (11, 12) which is consistent with our findings. We demonstrated a significant increase in IL-31 and IL-4/IL-31-producing CD4^+^ T cells in PBMCs of IPF patients compared with control healthy subjects. The expression of IL-31 was significantly increased in lung tissues of IPF patients compared to control subjects. These findings may indicate that during pulmonary fibrosis development, the Th2 CD4^+^ T cell population contributes to the increased expression of IL-31 in fibrotic lung lesions; within these lung lesions, IL-31 interacts with the unique receptor IL-31RA that is expressed in stromal cells. Collectively, these observations make a compelling case that hematopoietic cell-derived IL-31 might play a role in the pathogenesis of pulmonary fibrosis by activating non-hematopoietic cells such as epithelial cells and mesenchymal cells. Indeed, stimulation of airway epithelial cells with IL-31 induced an increased production of MCP1 and IL-6 cytokines known to play a role in the development of pulmonary fibrosis (46). Recent studies have revealed that the expression of IL-31 was dependent of TGF-β1 signaling in different cell types and disease conditions including fibrosis and skin wound healing (22, 47, 48). However, TGF- β1 independent pathways might also regulate the expression of IL-31 on CD4+ T cells. A study by Hwang et al. has shown that JunB and the transcription factor Nuclear Factor of Activated T cells (NFAT1) proteins can regulate the expression of IL-31 on CD4+ T cells from AD murine model (49). However, further investigations are required to elucidate whether the expression of IL-31 by CD4+ T cells is also mediated by TGF-β1 signaling.

We applied the whole lung transcriptome through RNA seq analysis to identify IL-31/IL-31RA -dependent genes and pathways that might participate in IL-31-driven pulmonary fibrosis. 

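Enzymes that cross-link collagen and proteases that remodel matrix had lower values in KO-Bleo than in WT-Bleo, with 1 gene of these lists called. Lox, lysyl oxidase (gene ID 16948, chromosome 18, 52516060 to 52529867), which cross-links collagen and elastin, was at 27.5 ± 3.47 RPKM (SD, n = 4) in KO-Bleo and 50.9 ± 9.89 RPKM (SD, n = 4) in WT-Bleo (log2 fold change -0.85, standard error 0.13, adjusted p = 0.0488). Its relatives Loxl1 and Loxl2 had log2 fold changes of -0.40 (adjusted p = 0.147) and -0.44 (adjusted p = 0.170). Of 22 genes of collagen processing and cross-linking, 1 was called lower and 8 were lower adjusted over the list alone (median -0.17; adjusted p = 2.27e-07 from camera and adjusted p = 0.164 with an estimated correlation). Mmp14, a membrane-bound collagenase, had -0.43 (adjusted p = 0.0885), and Timp3, an inhibitor of such enzymes, -0.42 (adjusted p = 0.0888). None of 22 matrix proteases and inhibitors was called by limma, with 12 lower at an unadjusted p under 0.05, 9 called lower by limma-voom and 11 adjusted over the list alone. The proteases and inhibitors had a median of -0.29 (adjusted p = 8.41e-09 from camera and adjusted p = 0.112 with an estimated correlation). In wildtype lungs 17 of these 22 rose with bleomycin (19 adjusted over the list alone; adjusted p = 1.02e-11 from camera and adjusted p = 0.0297 with an estimated correlation). Tagln, a smooth muscle actin-binding protein, had -0.75 (adjusted p = 0.119) and Actn1, which anchors actin filaments, -0.40 (adjusted p = 0.0856). All 15 genes of the contractile apparatus of myofibroblasts and smooth muscle were below 0, though limma called none, with 10 lower at an unadjusted p under 0.05, 5 by limma-voom and 10 adjusted over the list alone. Their median was -0.40 (adjusted p = 3.74e-10 from camera and adjusted p = 0.164 with an estimated correlation). In KO-Sal against WT-Sal, without bleomycin, the contractile list had a median of -0.17 (adjusted p = 9.62e-06 from camera and adjusted p = 0.546 with an estimated correlation). The mean level of that list, as log2(RPKM + 1), was 4.450 in KO-Sal replicate 10 and from 4.786 to 4.805 in the other KO-Sal libraries, and 4.370 in KO-Bleo replicate 13 and from 4.740 to 4.815 in the other KO-Bleo libraries. The median in KO-Sal against WT-Sal was -0.09 for collagen processing (adjusted p = 8.06e-05 from camera and adjusted p = 0.470 with an estimated correlation) and -0.17 for proteases and inhibitors (adjusted p = 0.00190 from camera and adjusted p = 0.470 with an estimated correlation). The call of Lox was lost with pseudocounts of 0.1 and 5, with Xist as a covariate and without WT-Bleo replicate 5, 7 or 8 or KO-Bleo replicate 13, 14 or 15 (adjusted p between 0.0546 and 0.186; over all alternatives between 0.00269 and 0.198). Mmp14 was called without KO-Bleo replicate 16 (adjusted p = 0.0331, with 0.00498 to 0.444 over the alternatives).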

Expression of genes associated with the ECM formation was significantly downregulated in IL-31RA^−/−^ mice treated with bleomycin when compared to wildtype mice. 

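Krt5 and Krt14, keratins of airway basal cells, varied widely between libraries under bleomycin. Krt5 (gene ID 110308, chromosome 15, 101707069 to 101712905) was at 0.981 ± 0.779 RPKM (SD, n = 4) in KO-Bleo and 2.52 ± 1.09 RPKM (SD, n = 4) in WT-Bleo (log2 fold change -0.88, standard error 0.33, adjusted p = 0.363). Krt14 was at 0.500 ± 0.343 RPKM (SD, n = 4) and 1.53 ± 1.19 RPKM (SD, n = 4) (log2 fold change -0.63, standard error 0.38, adjusted p = 0.556). With bleomycin in wildtype lungs Krt5 rose by a log2 fold change of 1.59 (adjusted p = 2.80e-04). Arg1, arginase of alternatively activated macrophages, was at 9.12 ± 4.01 RPKM (SD, n = 4) and 15.4 ± 3.30 RPKM (SD, n = 4) (log2 fold change -0.75, standard error 0.25, adjusted p = 0.303). With bleomycin it rose by 2.59 (adjusted p = 2.41e-05) in wildtype and by 1.85 (adjusted p = 3.36e-04) in knockout lungs, the latter call being lost with Xist as a covariate (adjusted p = 0.0562). Rgs4, a regulator of G protein signalling, was at 8.43 ± 1.45 RPKM (SD, n = 4) and 12.8 ± 1.36 RPKM (SD, n = 4) (log2 fold change -0.55, standard error 0.12, adjusted p = 0.123). Ccl28, a mucosal chemokine 7.09 Mb from Il31ra, was at 0.372 ± 0.254 RPKM (SD, n = 4) and 1.12 ± 0.454 RPKM (SD, n = 4) (log2 fold change -0.61, standard error 0.19, adjusted p = 0.274). Its log2 fold change was -0.63 (adjusted p = 0.0678) between KO-Sal and WT-Sal, where no bleomycin was given, and 0.0311 was its adjusted p there without KO-Sal replicate 12 (0.0311 to 0.189 over the alternatives). Limma called none of these 5 genes between KO-Bleo and WT-Bleo, with unadjusted p from 0.00136 to 0.127, while limma-voom called Krt14, Rgs4 and Ccl28 lower.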

Notably, genes associated with epithelial tissue integrity (*Krt5* and *Krt14*), protein Gα signaling, as well as previously reported genes associated with lung function and remodeling (*Arg1, Ccl28* and *Rgs4*) were down regulated in IL-31RA^−/−^ fibrotic mice (50–52). Weathington et al. (53) have recently reported an association between increased expression of the genes *KCNJ2* and *Krt18* in the setting of asthma, suggesting a strong relationship between lung function and tissue remodeling. 

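Kcna2, Kcnh4 and Kcnu1, potassium channel genes that the study names, had low values under bleomycin in both genotypes. Kcna2, a voltage-gated channel of neurons (gene ID 16490, chromosome 3, 107090883 to 107115005), was at 0.913 ± 0.281 RPKM (SD, n = 4) in KO-Bleo and 0.573 ± 0.118 RPKM (SD, n = 4) in WT-Bleo (log2 fold change 0.27, standard error 0.13, adjusted p = 0.462). With bleomycin in wildtype lungs it fell, with a log2 fold change of -1.36 (adjusted p = 1.49e-05). Kcnh4 was at 0.216 ± 0.0726 RPKM (SD, n = 4) and 0.0896 ± 0.0679 RPKM (SD, n = 4) (log2 fold change 0.16, standard error 0.08, adjusted p = 0.510). Kcnu1, a channel of sperm, was at 0.356 ± 0.229 RPKM (SD, n = 4) and 0.0857 ± 0.0609 RPKM (SD, n = 4) (log2 fold change 0.31, standard error 0.12, adjusted p = 0.381). Limma called none of these genes between KO-Bleo and WT-Bleo, with unadjusted p of 0.0551, 0.0896 and 0.0289, and limma-voom called Kcna2.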

In support, genes related to membrane potential regulation, including genes for potassium channels *Kcna2, Kcnh4*, and *Kcnu1*, were upregulated in IL-31RA^−/−^ mice compared to wildtype mice. These findings support a mechanistic pathway that mediates improved lung function in the absence of IL-31RA signaling. Additional investigation is needed to explore whether IL-31/IL-31RA signaling contributes to the regulation of potassium channel activity and whether altered keratin gene expression in epithelial cells could mediate collagen deposition and lung function.

In conclusion, our data indicates that genetic deletion of IL-31RA significantly attenuates collagen deposition and lung function decline induced during repetitive bleomycin-induced injury and pulmonary fibrosis. In recent years, several cytokines have been implicated in the pathogenesis of pulmonary fibrosis. While IL-31 has been identified in several inflammatory and remodeling diseases, mechanistic studies evaluating IL-31 producing cells in IPF, and the role of IL-31 in pulmonary fibrosis have been missing. Our results provide new evidence that supports the pathogenic role of IL-31RA-driven signaling in bleomycin-induced pulmonary fibrosis. The IL-31-IL31RA axis may serve as a novel therapeutic target for the treatment of pulmonary fibrosis.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/Supplementary Material.

## Ethics Statement

The studies involving human participants were reviewed and approved by IRB. The patients/participants provided their written informed consent to participate in this study. The animal study was reviewed and approved by IACUC. Written informed consent was obtained from the individual(s) for the publication of any potentially identifiable images or data included in this article.

## Author Contributions

SM conceived and designed the research. DY and SM performed the experiments and wrote the manuscript. AJ performed bioinformatic analysis and edited the manuscript. NG provided human IPF samples and edited the manuscript. VO analyzed data and edited the manuscript. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: The Protective Effects of IL-31RA Deficiency During Bleomycin-Induced Pulmonary Fibrosis
**Source:** Front Immunol. 2021 Mar 19;12:645717. doi: 10.3389/fimmu.2021.645717
**Supplement:** Supplementary file 1

Supplementary Material

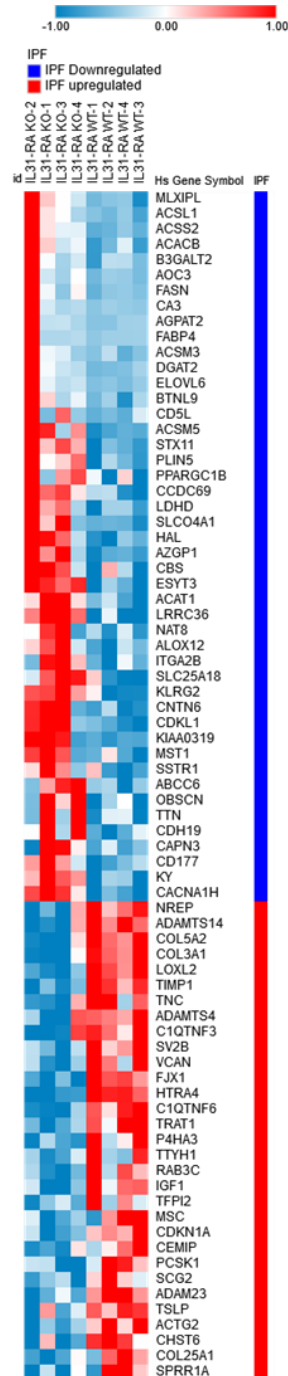

Supplementary Figure 1. Heatmap representation of total 77 genes that correlated between IPF and the knockdown of IL-31RA during bleomycin-induced pulmonary fibrosis.

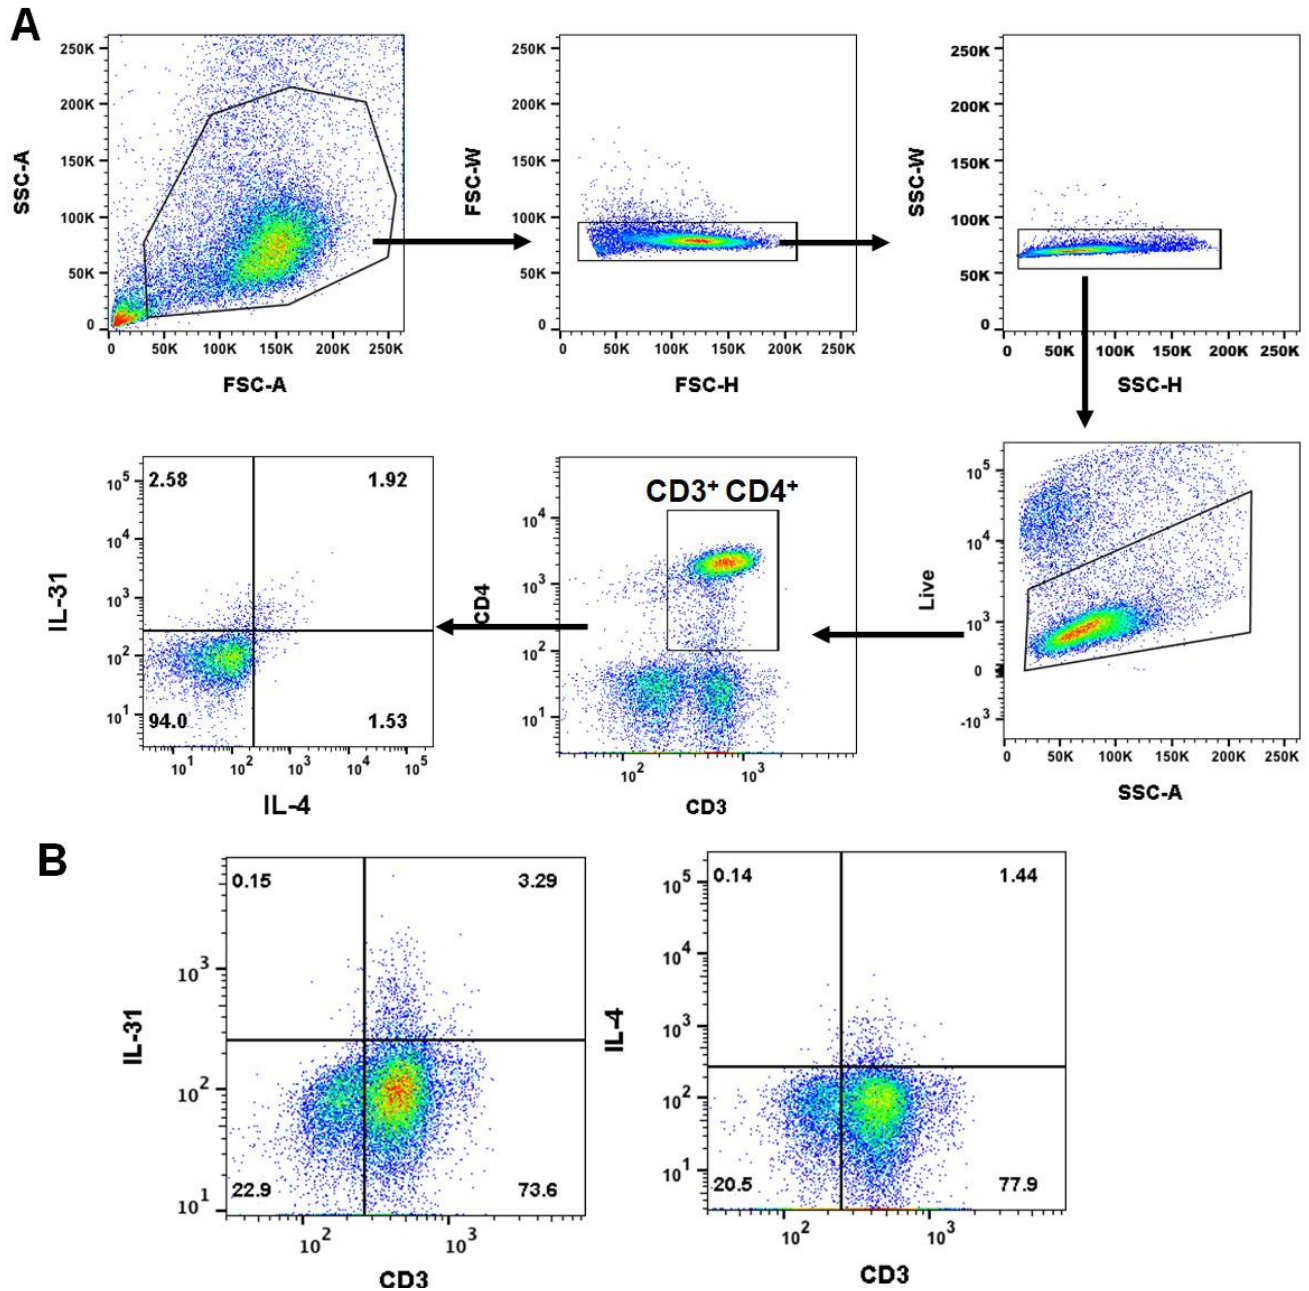

Supplementary Figure 2. Flow cytometry analysis of IL-31-positive T cells in PBMCs. (A) Gating strategy used to characterize IL-31-positive cells in PBMC from IPF and healthy subjects (Related to Figures 5C & 5D). (B) The representative images showing CD3 T cells as a major cell type that produce IL-31 or IL-4 in PBMCs of IPF patients.

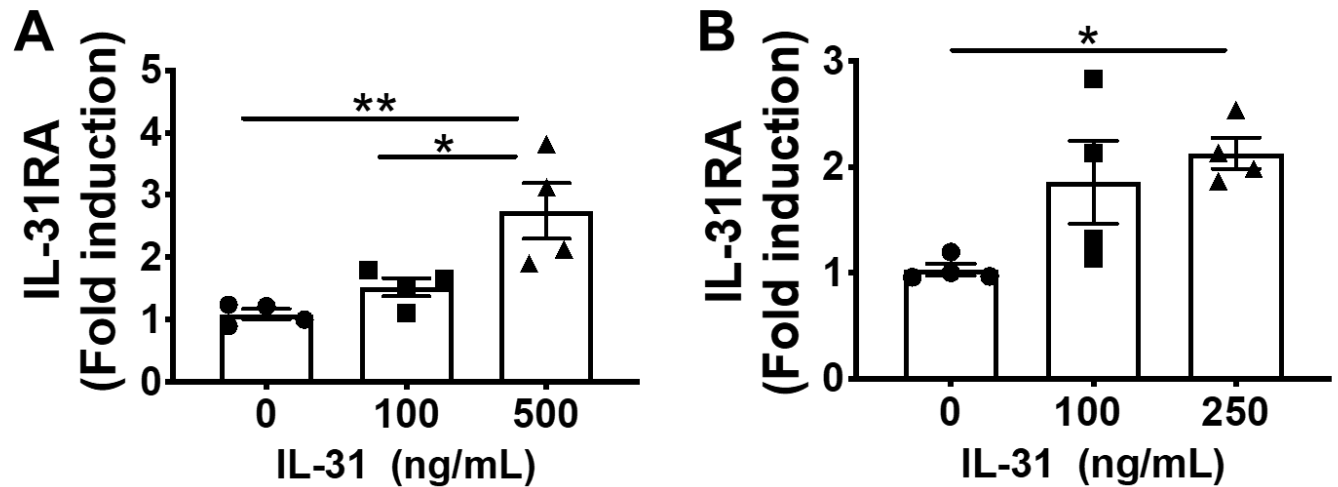

Supplementary Figure 3. IL-31 induces the expression of IL-31RA in human airway epithelial cells. BEAS 2B cells (A) and primary human bronchial epithelial (NHBE) cells (B) were stimulated with recombinant IL-31 for 24 hours and the transcripts of IL-31RA were measured using RT-PCR. Data presented as Mean $\pm$ SEM (n=4/group). Statistical analysis was performed using one-way ANOVA with Tukey's multiple comparisons test * p<0.05; ** p<0.005.

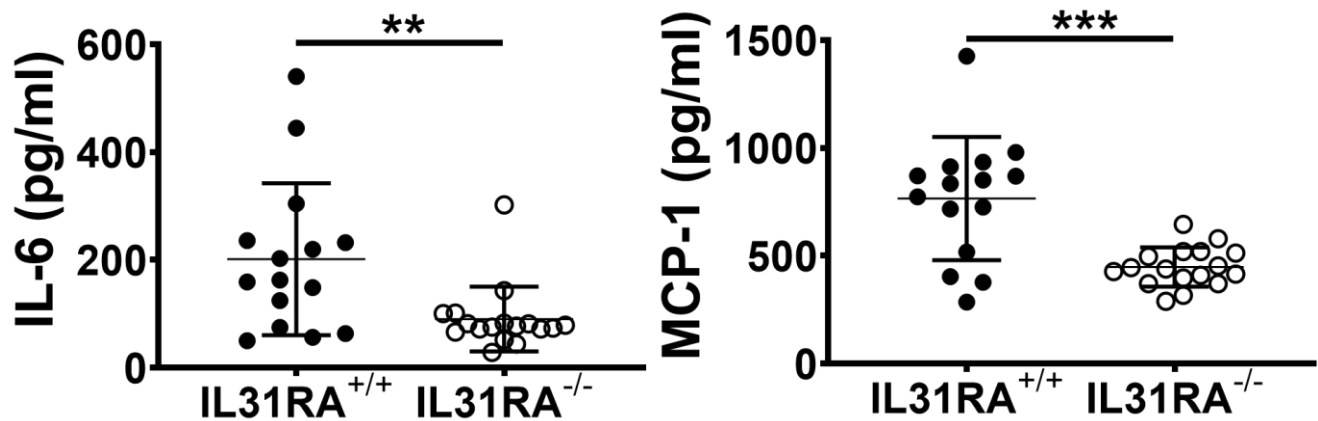

Supplementary Figure 4. IL-31RA deficiency resulted in reduced IL-6 and MCP-1 protein levels in the lungs during bleomycin-induced pulmonary fibrosis. Wildtype and IL31RA knock-out mice were treated intradermally with bleomycin to induce pulmonary fibrosis. Lung lysates were prepared and the protein levels of IL-6 and MCP-1 were determined by ELISA (R&D Systems). Cumulative data of two independent experiments are presented as mean $\pm$ SD. N= 15-17/group. An unpaired t-test was used to compare the difference between groups. ** p<0.005; *** p<0.0005

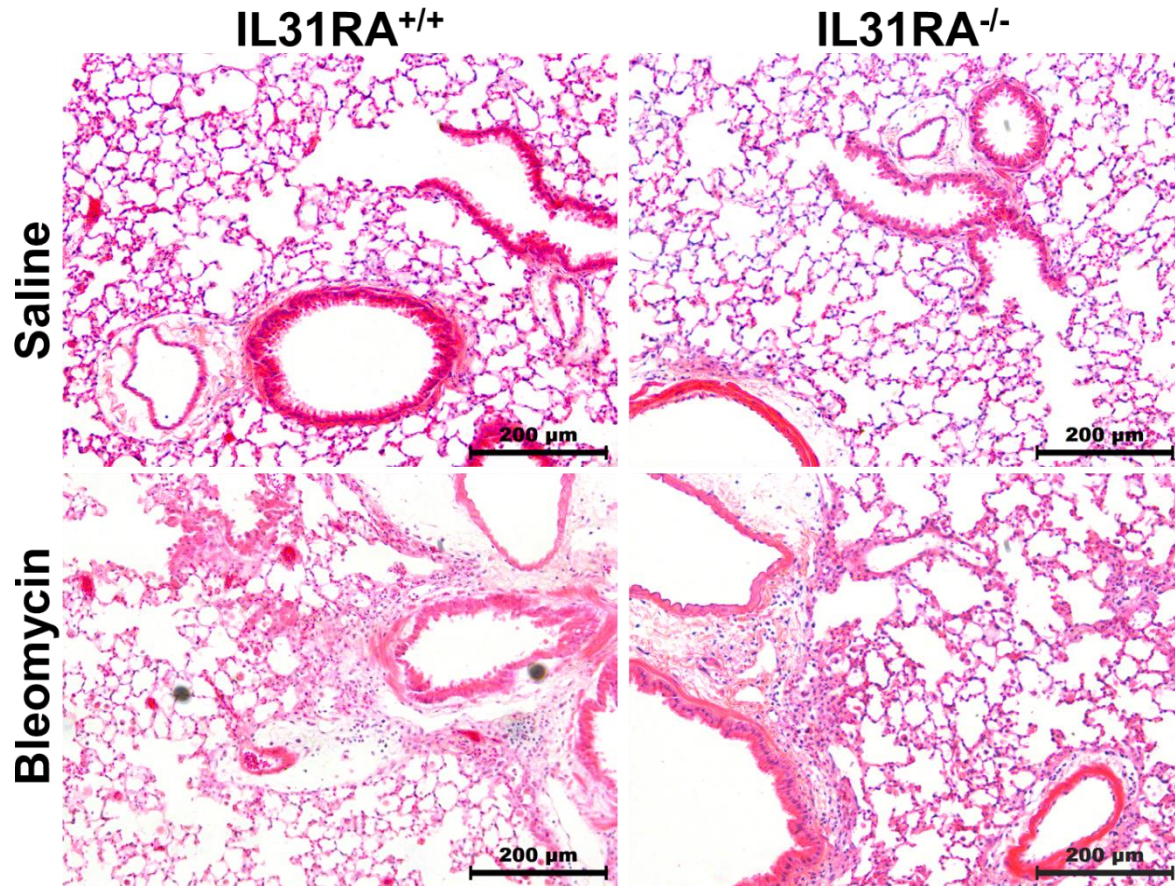

Supplementary Figure 5. The loss of IL-31RA signaling resulted in limited or no changes in tissue inflammation during bleomycin-induced pulmonary fibrosis. wildtype (IL-31RA^{+/+}) and IL-31RA knockout (IL31RA^{-/-}) mice were treated intradermally with bleomycin or saline for four weeks to induce pulmonary fibrosis. Lung sections of saline or bleomycin-treated mice were stained with H & E. Scale bar 200 μm.

Supplementary Table 1. List of primers used for RT-PCR.

**Gene ID**	**Forward primer**	**Reverse primer**
**mIL6**	TCCAGTTGCCTTCTTGGGAC	GTGTAATTAAGCCTCCGACTTG
**HRPT**	GCCCTTGACTATAATGAGTACTTCAGG	TTCAACTTGCGCTCATCTTAGG
**mCol1a1**	AGACATGTTTCAGCTTTGTGGAC	GCAGCTGACTTCAGGGATG
**mCol3a1**	TCCCCTGGAATCTGTGAATC	TGAGTCGAATTGGGGAGAAT
**mFn1**	CGGAGAGAGTGCCCCCTACTA	CGATATTGGTGAATCGCAGA
**mMMP-13**	CTGGCACACGCTTTTCCTCCTG	GGGCTGGGTCACACTTCTCTGGT
**mTimp1**	GCAAAGAGCTTTCTCAAAGACC	AGGGATAGATAAACAGGGAAACACT
**mKrt5**	CAGAGCTGAGGAACATGCAG	CATTCTCAGCCGTGGTACG
**mKrt14**	ATCGAGGACCTGAAGAGCAA	TCGATCTGCAGGAGGACATT
**hMCP1**	GCTCATAGCAGCCACCTTCA	ACAATGGTCTTGAAGATCACAGC
**hIL-6**	CAGGAGCCCAGCTATGAACT	GAAGGCAGCAGGCAACAC

Supplementary Table 2. Clinical parameters of de-identified human samples (IPF and healthy controls).

**Clinical Parameters**	**IPF**	**Control**
**Number (N)**	**7**	**8**
**Sex**	**3F, 3M**	**4F, 4M**
**Age (mean)**	**61**	**54**

Supplementary Table 3. The list of genes differentially expressed in IL-31RA knockout mice during bleomycin-induced pulmonary fibrosis.

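The genes that lead Supplementary Table 3 at its lower end include Tmem267 and Erdr1, and also Cemip, an enzyme that breaks down hyaluronan, and Tnfsf18, a ligand of the TNF family. Cemip was at 0.473 ± 0.172 RPKM (SD, n = 4) in KO-Bleo and 1.91 ± 0.925 RPKM (SD, n = 4) in WT-Bleo (log2 fold change -0.94, standard error 0.20, adjusted p = 0.111), and Tnfsf18 had a log2 fold change of -1.06 (standard error 0.30, adjusted p = 0.215). At the upper end, Chil4 had 2.33 (standard error 0.73, adjusted p = 0.275) and Krt79 1.15 (standard error 0.25, adjusted p = 0.118). Of the paper's 228 genes listed as higher and 230 listed as lower in the knockout, 224 and 223 could be matched by symbol. All of the matched genes had the table's direction in KO-Bleo against WT-Bleo, which is not independent evidence, since the table was made from these libraries. Of the matched genes 69 and 93 met the study's thresholds, 148 and 165 had an unadjusted p under 0.05, and 11 and 12 were called by limma. A mean value under 1 RPKM was found for 111 and 86 of them, and 120 and 71 were listed at 0 in WT-Bleo replicate 6 or KO-Bleo replicate 15. Among the genes that met the study's thresholds, 162 (78.3%) are in the table with the same direction, and with limma-voom on the whole reads 357 (77.1%).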

Genes Upregulated in IL-31RA KO Mice			Genes Downregulated in IL-31RA KO Mice		
Gene Symbol	Log2 Fold	p-Val		Log2 Fold	p-Val
**Chil4**	**2.673613**	**0.000142**	**Sox18**	**-0.58571**	**6.6E-08**
**4933400F21Rik**	**2.449708**	**0.002679**	**Psap11**	**-0.59137**	**0.013305**
**A330074K22Rik**	**2.196978**	**0.000553**	**Gjb5**	**-0.59174**	**0.005489**
**AI593442**	**1.968621**	**0.000628**	**Col4a2**	**-0.59288**	**8.66E-10**
**Clea1**	**1.909314**	**4.68E-10**	**Carmn**	**-0.59383**	**0.023858**
**5830411N06Rik**	**1.822686**	**0.00576**	**Nrcam**	**-0.59543**	**3.96E-06**
**Krt79**	**1.752798**	**1.81E-06**	**Tmem45a**	**-0.59679**	**6.92E-08**
**Fabp12**	**1.731421**	**0.001595**	**Adamts2**	**-0.59682**	**1.01E-07**
**Olf750**	**1.717942**	**0.026154**	**Ccl2**	**-0.59743**	**0.000452**
**Adgrf3**	**1.591881**	**0.010797**	**Id3**	**-0.59908**	**3.42E-12**
**Leap2**	**1.569674**	**0.027845**	**Pcdhb19**	**-0.59999**	**0.016732**
**Sult2a1**	**1.553427**	**0.049406**	**Fhl2**	**-0.60137**	**0.000547**
**Tmem178b**	**1.529699**	**0.004423**	**Csmd1**	**-0.60385**	**0.017902**
**Hsd17b13**	**1.525838**	**0.029312**	**Klhdc8a**	**-0.60541**	**4.06E-06**
**Ngp**	**1.522654**	**0.02251**	**Chodl**	**-0.60661**	**0.004555**
**Lctl**	**1.519688**	**0.036391**	**Lhx6**	**-0.60747**	**2.73E-05**
**Mir7013**	**1.517201**	**0.011605**	**Bmper**	**-0.6082**	**3.86E-05**

**Fcgbp**	**1.509645**	**1.37E-08**	**Prss35**	**-0.61025**	**0.004394**
**Cd300e**	**1.506774**	**9.07E-08**	**Alox15**	**-0.6106**	**0.035185**
**Cyp1a1**	**1.477192**	**5.82E-05**	**Apcedd1**	**-0.61292**	**2.27E-05**
**Pkdrej**	**1.472519**	**0.00013**	**Galnt16**	**-0.61366**	**0.000523**
**Slc6a20a**	**1.471947**	**1.48E-11**	**Ccdc80**	**-0.6146**	**1.98E-08**
**Ceacam10**	**1.455468**	**0.015381**	**Nrg1**	**-0.61622**	**1.43E-05**
**Ces2c**	**1.437188**	**0.049946**	**Fstl1**	**-0.61667**	**3.06E-10**
**Hist1h4h**	**1.409537**	**1.33E-07**	**Tnfrsf12a**	**-0.6173**	**5.58E-07**
**4930433N12Rik**	**1.394948**	**0.006936**	**P2ry14**	**-0.61762**	**2.28E-08**
**Colq**	**1.390389**	**4.14E-05**	**Wscd2**	**-0.61825**	**0.004752**
**C730036E19Rik**	**1.37155**	**0.001619**	**Disp2**	**-0.61923**	**4.36E-09**
**Entpd8**	**1.288417**	**0.00099**	**Baalc**	**-0.61984**	**0.027398**
**Ccl20**	**1.28541**	**0.010986**	**Adgrb2**	**-0.62059**	**0.020691**
**Rpph1**	**1.284619**	**0.016616**	**Alpl**	**-0.62141**	**0.002383**
**Art2b**	**1.265003**	**0.022463**	**Col5a2**	**-0.62162**	**3.05E-08**
**Gm15713**	**1.25535**	**0.034382**	**Nxpe5**	**-0.62429**	**0.003603**
**Gm16863**	**1.254123**	**0.041035**	**Junb**	**-0.6263**	**1.63E-06**
**Tbata**	**1.239877**	**0.000767**	**Tnc**	**-0.62762**	**1.92E-05**
**Cst8**	**1.225231**	**0.023483**	**Sfrp1**	**-0.6279**	**8.35E-09**
**Muc5ac**	**1.215486**	**7.82E-11**	**Aplnr**	**-0.62936**	**0.000942**

**9230117E06Rik**	**1.212656**	**0.029542**	**Adamts4**	**-0.63026**	**7.53E-09**
**Lrat**	**1.212301**	**2.85E-09**	**Mt1**	**-0.63152**	**0.00417**
**Gria1**	**1.209916**	**1.2E-05**	**Rgs4**	**-0.6325**	**2.11E-06**
**Slc4a1**	**1.20287**	**0.004447**	**Acta2**	**-0.63381**	**6.64E-05**
**Tecrl**	**1.201598**	**1.15E-06**	**Serpib9b**	**-0.63412**	**3.59E-05**
**Gypa**	**1.192801**	**0.010383**	**Sema7a**	**-0.63563**	**5.2E-07**
**Slc7a10**	**1.186105**	**1.28E-08**	**Ramp3**	**-0.63749**	**0.00338**
**Stac**	**1.18021**	**0.046521**	**Gm13889**	**-0.6394**	**3.26E-07**
**Gbp10**	**1.179485**	**0.004405**	**S100a14**	**-0.6394**	**3.29E-09**
**Gpr33**	**1.164263**	**0.007738**	**Fkbp5**	**-0.6421**	**0.000412**
**Btnl9**	**1.149575**	**0.012233**	**Col1a1**	**-0.64445**	**6.06E-06**
**Kcnu1**	**1.144672**	**0.001337**	**Aspn**	**-0.64457**	**7.53E-10**
**Grip2**	**1.142652**	**0.006848**	**Mark1**	**-0.64586**	**7.1E-08**
**Gm29508**	**1.132961**	**0.027103**	**Shf**	**-0.64659**	**0.009229**
**Acox1**	**1.125048**	**2.95E-13**	**Rtn4rl2**	**-0.64811**	**0.028092**
**Rmrp**	**1.120263**	**0.023983**	**Fam181b**	**-0.64979**	**0.005833**
**Gjb1**	**1.0942**	**0.006782**	**Cers3**	**-0.6533**	**0.000359**
**Lipf**	**1.092653**	**1.41E-05**	**Il20rb**	**-0.65552**	**0.000226**
**Cdh16**	**1.09093**	**0.006542**	**2200002D01Rik**	**-0.6596**	**9.24E-05**
**Ifi214**	**1.089664**	**0.003476**	**Actg2**	**-0.65998**	**0.00106**

**Adgre4**	**1.087422**	**3.41E-05**	**Bhlhe22**	**-0.66353**	**0.003501**
**Gm15441**	**1.085195**	**0.041732**	**Aldh1a3**	**-0.66583**	**0.003011**
**Bex2**	**1.081454**	**0.003401**	**Mboat2**	**-0.66797**	**5.34E-07**
**Cecr6**	**1.078146**	**0.024324**	**Serpina3n**	**-0.66852**	**2.33E-06**
**Gc**	**1.070781**	**0.029874**	**Fgf2**	**-0.67303**	**0.000454**
**Aass**	**1.070057**	**1.53E-08**	**Bean1**	**-0.67317**	**0.005458**
**Nrn1**	**1.061699**	**2.14E-07**	**Ptx3**	**-0.67402**	**0.01925**
**Slc1a2**	**1.047459**	**9.76E-05**	**1500015O10Rik**	**-0.67547**	**0.022997**
**Apol11b**	**1.041322**	**0.008488**	**Clec10a**	**-0.68523**	**7.38E-05**
**A930006K02Rik**	**1.039347**	**0.000676**	**Vwa1**	**-0.68636**	**1.89E-06**
**Ntn5**	**1.037847**	**0.01952**	**P4ha3**	**-0.68752**	**0.00017**
**Sbk2**	**1.030719**	**0.018273**	**Tnfrsf11b**	**-0.6895**	**2.14E-05**
**Slfn5os**	**1.029082**	**0.030258**	**Wisp1**	**-0.69371**	**6.3E-06**
**6330407A03Rik**	**1.028617**	**0.037364**	**Arg1**	**-0.6942**	**0.008545**
**Cd177**	**1.015409**	**0.020052**	**Gper1**	**-0.69561**	**0.003943**
**S1pr5**	**1.009543**	**1.04E-05**	**Cnn1**	**-0.69567**	**0.003332**
**Hc**	**1.006359**	**1.3E-21**	**Arc**	**-0.69687**	**0.0076**
**Gjb6**	**1.004205**	**2.01E-06**	**Ms4a4a**	**-0.7054**	**6.87E-05**
**1700128F08Rik**	**1.00216**	**0.00939**	**Rtn4r**	**-0.7085**	**0.046516**
**Snca**	**0.994158**	**2.63E-05**	**Ceacam16**	**-0.70922**	**0.027628**

**Ubd**	**0.983973**	**0.042134**	**Tubb3**	**-0.71689**	**0.003071**
**Gm14085**	**0.981087**	**0.01794**	**Mgp**	**-0.71866**	**4.23E-13**
**Tat**	**0.966249**	**0.036146**	**Ptgdr2**	**-0.72169**	**0.038499**
**Hmgcs2**	**0.965869**	**2.64E-08**	**Tagln**	**-0.72528**	**3.43E-08**
**Cxcr1**	**0.952686**	**0.000319**	**Stc2**	**-0.72709**	**0.001155**
**Tex11**	**0.952675**	**2.06E-08**	**Dbn1**	**-0.73075**	**8.1E-09**
**Heatr9**	**0.952508**	**0.026835**	**Saa3**	**-0.73137**	**0.019986**
**Capn9**	**0.951696**	**0.040205**	**Tubb2b**	**-0.73241**	**0.00177**
**Avpr1a**	**0.942627**	**0.009621**	**Mycn**	**-0.73252**	**0.020154**
**Cntn4**	**0.9392**	**0.003044**	**Wnk3**	**-0.7364**	**0.031459**
**Pigr**	**0.938587**	**1.45E-16**	**Flnc**	**-0.74101**	**7.69E-05**
**Itih1**	**0.925434**	**0.047826**	**Clrn1**	**-0.74147**	**0.041874**
**Ppbp**	**0.920734**	**3.31E-06**	**Syt13**	**-0.74749**	**0.024204**
**Ccr3**	**0.920423**	**0.03171**	**Rnf152**	**-0.74784**	**2.03E-05**
**Trem14**	**0.920215**	**1.7E-05**	**Cldn4**	**-0.7508**	**1.37E-08**
**Cyp26b1**	**0.918901**	**0.047801**	**Fmod**	**-0.75119**	**3E-08**
**Itih4**	**0.915934**	**8.47E-18**	**Ltbp2**	**-0.75761**	**2.11E-09**
**4930512B01Rik**	**0.909073**	**0.030949**	**Mnd1**	**-0.75825**	**0.001818**
**Vnn3**	**0.90534**	**0.000768**	**Hoxd8**	**-0.76167**	**0.01932**
**4931406H21Rik**	**0.902503**	**0.006289**	**Gal3st2**	**-0.76357**	**0.015301**

**Lrrc17**	**0.90239**	**0.000154**	**Igsf1**	**-0.7699**	**0.011721**
**Cd8a**	**0.901348**	**0.00126**	**Inhba**	**-0.77317**	**2.03E-11**
**Ctcf1**	**0.899915**	**0.005459**	**Gdf6**	**-0.77325**	**0.000578**
**Klre1**	**0.895238**	**0.000822**	**Shc4**	**-0.77344**	**0.000206**
**Awat2**	**0.885709**	**0.025555**	**Cd248**	**-0.77527**	**6.91E-13**
**Proz**	**0.867426**	**0.001534**	**Rasl10b**	**-0.78815**	**0.00022**
**Bpifa2**	**0.865212**	**0.003172**	**Fn1**	**-0.78956**	**1.17E-11**
**Chil1**	**0.863091**	**2.97E-25**	**Xirp2**	**-0.78966**	**0.005784**
**Acod1**	**0.863042**	**0.010323**	**Pcdhgb8**	**-0.79073**	**0.013895**
**Ros1**	**0.86182**	**0.000668**	**Scn8a**	**-0.79558**	**0.015527**
**Gm2115**	**0.860746**	**0.003023**	**Snord47**	**-0.80094**	**0.010658**
**Cd163l1**	**0.85727**	**0.004771**	**Dkk2**	**-0.8121**	**0.000905**
**Hpcal4**	**0.854495**	**0.000294**	**Tram111**	**-0.81561**	**0.005958**
**Fxyd7**	**0.853736**	**0.029262**	**Mmp13**	**-0.82059**	**7.79E-06**
**Cth**	**0.851512**	**2.17E-05**	**Tmem252**	**-0.82195**	**0.001738**
**Gm6654**	**0.848027**	**0.014921**	**Dio2**	**-0.82808**	**0.000365**
**Mgam**	**0.845967**	**0.026191**	**Smpd3**	**-0.83053**	**1.48E-06**
**Slc13a4**	**0.830348**	**0.00078**	**C130080G10Rik**	**-0.83197**	**0.012641**
**Slfn14**	**0.822254**	**0.04703**	**Col28a1**	**-0.83301**	**5.96E-10**
**Hkdc1**	**0.820164**	**0.00248**	**Lox**	**-0.83378**	**3.78E-14**

**Kcnh4**	**0.818558**	**0.032971**	**Prg4**	**-0.84001**	**6.89E-05**
**Phf24**	**0.818176**	**1.96E-05**	**Aicda**	**-0.84513**	**0.031228**
**Galnt13**	**0.817111**	**0.000362**	**Ackr1**	**-0.84516**	**0.001684**
**A930001A20Rik**	**0.815555**	**0.013087**	**Iglon5**	**-0.84796**	**0.009439**
**Mbl1**	**0.80788**	**0.021332**	**Syt8**	**-0.85556**	**0.022212**
**Tff2**	**0.805843**	**2.28E-05**	**Il22ra2**	**-0.8665**	**0.001877**
**Nalcn**	**0.802981**	**0.010329**	**Kcnh6**	**-0.86707**	**0.040281**
**Mme**	**0.802494**	**4.09E-14**	**Kcnj10**	**-0.87587**	**0.003001**
**Dio1**	**0.800167**	**0.009147**	**Fcna**	**-0.87819**	**0.000291**
**Pbld2**	**0.798502**	**4.33E-05**	**Prss22**	**-0.8832**	**0.007636**
**Cyp2ab1**	**0.797159**	**0.006177**	**Gpr176**	**-0.89271**	**2.73E-06**
**Bcan**	**0.796814**	**0.010578**	**Pappa**	**-0.8938**	**1.47E-07**
**Sh2d1a**	**0.791745**	**0.012118**	**Ccl12**	**-0.89815**	**2.82E-05**
**Dnah7c**	**0.790012**	**0.009572**	**Cd5l**	**-0.89933**	**0.033353**
**Grik4**	**0.788655**	**0.031628**	**Htra4**	**-0.90532**	**4.16E-07**
**Vipr2**	**0.786055**	**1.35E-07**	**Padi1**	**-0.90562**	**0.037523**
**Lmntd1**	**0.784217**	**0.014322**	**Snai1**	**-0.90715**	**5.46E-13**
**Gm20257**	**0.7818**	**0.001175**	**Prrx2**	**-0.90869**	**0.032842**
**D030025P21Rik**	**0.772405**	**0.029944**	**Calcr**	**-0.90955**	**0.036381**
**Pisd-ps1**	**0.771626**	**2.15E-15**	**Eln**	**-0.91772**	**3.64E-13**

**Ptgs2os2**	**0.771197**	**0.000237**	**Slc17a2**	**-0.92535**	**0.039815**
**Bend6**	**0.767975**	**0.002298**	**Xcl1**	**-0.92751**	**0.020171**
**Ppp2r2c**	**0.762647**	**0.002091**	**Wfdc12**	**-0.96427**	**0.000174**
**Arhgef38**	**0.758907**	**0.005284**	**Timp1**	**-0.96694**	**3.14E-11**
**Tubb1**	**0.751273**	**0.000656**	**Spock3**	**-0.97767**	**0.03904**
**Rgs7**	**0.750917**	**0.046371**	**Zbtb16**	**-0.98012**	**4.34E-08**
**Srpk3**	**0.750212**	**0.00254**	**Ptk6**	**-0.98222**	**0.000669**
**1810044D09Rik**	**0.747929**	**0.027686**	**Mapk4**	**-0.99586**	**0.00122**
**Cd8b1**	**0.745079**	**0.020092**	**Fbln2**	**-0.99785**	**2.95E-23**
**Gm32014**	**0.743705**	**0.028476**	**Il6**	**-0.99836**	**0.036906**
**Plppr4**	**0.74287**	**0.026068**	**Mest**	**-1.0017**	**1.93E-11**
**Agtr1b**	**0.742029**	**0.033589**	**Olfr558**	**-1.00651**	**0.025765**
**2310040G24Rik**	**0.734871**	**0.008535**	**Tceal3**	**-1.00911**	**0.045607**
**1110020A21Rik**	**0.733519**	**0.016566**	**Mmp10**	**-1.01046**	**0.009625**
**Samd15**	**0.733279**	**0.024111**	**Nts**	**-1.02542**	**0.003267**
**Hepacam**	**0.730381**	**0.022396**	**Nrxn1**	**-1.03011**	**1.44E-11**
**Krt23**	**0.729252**	**1.1E-06**	**Serpina3m**	**-1.03079**	**0.002163**
**Snora81**	**0.728818**	**0.033893**	**Pla1a**	**-1.03092**	**3.5E-14**
**Marco**	**0.726037**	**2.01E-07**	**Rnf165**	**-1.03457**	**0.006203**
**Crispld1**	**0.723924**	**0.003837**	**Cd300c**	**-1.03803**	**0.023686**

**Pisd-ps2**	**0.711691**	**1.9E-10**	**Nr1h4**	**-1.03811**	**0.028219**
**Gpr18**	**0.711572**	**0.003812**	**Resp18**	**-1.03899**	**0.003886**
**Acot1**	**0.706935**	**7.47E-06**	**Rgs16**	**-1.03921**	**2.41E-09**
**Cntfr**	**0.704008**	**0.0114**	**Hspb7**	**-1.06488**	**6.62E-06**
**S100g**	**0.703372**	**1.07E-09**	**Rgs5**	**-1.06665**	**8.08E-28**
**Nrg2**	**0.697571**	**0.004323**	**Synpo2l**	**-1.07442**	**0.001955**
**1810041L15Rik**	**0.695114**	**0.007446**	**Gjb4**	**-1.0857**	**0.010558**
**Pcdhga4**	**0.695099**	**0.00405**	**Olfr78**	**-1.09502**	**0.00636**
**Sgpp2**	**0.694221**	**2.4E-15**	**Tarm1**	**-1.10022**	**0.021312**
**Tlr11**	**0.692812**	**0.019532**	**Ereg**	**-1.10422**	**0.000217**
**Gm20597**	**0.692353**	**0.045531**	**A2m**	**-1.10641**	**0.016**
**Myo15**	**0.69213**	**0.009936**	**Egfem1**	**-1.11408**	**3.23E-07**
**Ar**	**0.691972**	**4.18E-05**	**Prtn3**	**-1.1192**	**0.026912**
**Kcna2**	**0.68989**	**0.000989**	**Tfap2a**	**-1.12856**	**4E-05**
**Cttnbp2**	**0.689289**	**0.00124**	**3300005D01Rik**	**-1.13515**	**0.007248**
**Idi1**	**0.688066**	**3.36E-11**	**Mchr1**	**-1.13824**	**0.006389**
**Spta1**	**0.685678**	**0.022097**	**Slc24a1**	**-1.14122**	**0.026726**
**B230217C12Rik**	**0.68486**	**0.011896**	**Tpsb2**	**-1.14391**	**0.04054**
**Esrrg**	**0.683934**	**0.000145**	**2210408I21Rik**	**-1.14567**	**3.64E-05**
**Lamp3**	**0.681293**	**5.48E-18**	**Fabp7**	**-1.15544**	**0.000257**

**Slc22a3**	**0.67869**	**0.03921**	**Dspp**	**-1.15652**	**0.001355**
**Aadac**	**0.675362**	**0.011606**	**Mt2**	**-1.1627**	**1.64E-06**
**Ces1f**	**0.674206**	**0.002186**	**Peg3**	**-1.17064**	**1.59E-16**
**9330159F19Rik**	**0.673698**	**0.001874**	**Dio3os**	**-1.18736**	**0.013563**
**Dpp6**	**0.670869**	**0.002994**	**Serpib2**	**-1.19177**	**0.000283**
**Edn3**	**0.667307**	**8.1E-05**	**Krt5**	**-1.1923**	**0.002317**
**Cpm**	**0.666875**	**3.47E-14**	**Atp13a5**	**-1.19331**	**0.007924**
**Nr3c2**	**0.665198**	**2.29E-08**	**Xirp1**	**-1.20639**	**0.037702**
**Gm11744**	**0.662299**	**0.026446**	**Ankrd34a**	**-1.20732**	**0.037274**
**Tcf23**	**0.658968**	**0.010798**	**Dok5**	**-1.21049**	**0.033988**
**Esr2**	**0.655701**	**0.003412**	**Ankrd34b**	**-1.21207**	**0.000979**
**Itk**	**0.653062**	**0.001474**	**Grem1**	**-1.21501**	**0.000758**
**2610307P16Rik**	**0.652735**	**0.015737**	**Cdh3**	**-1.23744**	**2.08E-07**
**Inmt**	**0.6498**	**1.21E-06**	**Nog**	**-1.25027**	**2.96E-05**
**Alas2**	**0.649058**	**0.001107**	**Wnt10a**	**-1.25514**	**7.52E-05**
**Slc38a5**	**0.648871**	**0.00025**	**Angptl7**	**-1.26904**	**3.13E-06**
**Nkg7**	**0.647346**	**0.002451**	**Moxd1**	**-1.28491**	**1.19E-06**
**Mfsd2a**	**0.645631**	**4.61E-07**	**Fst**	**-1.306**	**2.89E-12**
**Slco4c1**	**0.64364**	**2.3E-07**	**Calcbl**	**-1.3085**	**2.1E-05**
**Adra2a**	**0.643116**	**0.010946**	**Chl1**	**-1.31269**	**1.83E-15**

**Lrp2**	**0.637266**	**5.62E-11**	**Frzb**	**-1.31456**	**2.76E-06**
**5330413P13Rik**	**0.63491**	**0.007508**	**4930546K05Rik**	**-1.32176**	**0.021605**
**Snhg11**	**0.633916**	**8.75E-09**	**Zfp985**	**-1.33229**	**0.000194**
**Zpbp**	**0.630773**	**0.036032**	**Rspo4**	**-1.36**	**0.036528**
**Gm12250**	**0.630132**	**1.2E-05**	**Pgbd5**	**-1.36586**	**0.000363**
**Gm5084**	**0.630091**	**0.029315**	**Krt4**	**-1.37121**	**0.012891**
**Dcdc2a**	**0.629278**	**0.000477**	**Serpina5**	**-1.3773**	**0.041347**
**Gpt**	**0.62757**	**5.27E-07**	**Dio3**	**-1.38034**	**1.48E-07**
**2010005H15Rik**	**0.622056**	**0.039898**	**Gcnt4**	**-1.40666**	**0.000159**
**Colgalt2**	**0.621817**	**0.000869**	**Bpifa1**	**-1.40944**	**7.56E-12**
**Sfxn4**	**0.620845**	**0.002212**	**Kcnt1**	**-1.42272**	**0.011289**
**Ptpn20**	**0.619916**	**0.006704**	**Kng2**	**-1.42341**	**1.13E-07**
**Alox12**	**0.617404**	**0.001851**	**Fgf23**	**-1.42466**	**0.018705**
**Wdr95**	**0.617079**	**0.004089**	**Kcng2**	**-1.46575**	**0.024785**
**Plin1**	**0.617052**	**0.010172**	**Pnma2**	**-1.4763**	**0.001024**
**Egfl6**	**0.61703**	**3.24E-12**	**Krt20**	**-1.52728**	**0.03796**
**2810459M11Rik**	**0.614825**	**0.034506**	**Gm12709**	**-1.55574**	**0.029477**
**Nipal1**	**0.612598**	**0.00139**	**Krt14**	**-1.57194**	**0.000799**
**Gzmb**	**0.611966**	**0.03493**	**Esm1**	**-1.60428**	**4.26E-14**
**Cd19**	**0.610868**	**0.006056**	**Ccl28**	**-1.61613**	**9.19E-06**

**Adra1a**	**0.609117**	**0.001359**	**Npas3**	**-1.61739**	**0.004178**
**H2-K2**	**0.607889**	**0.007169**	**Krt17**	**-1.65181**	**0.000267**
**Pla2g4f**	**0.604119**	**0.00071**	**C430002N11Rik**	**-1.66975**	**0.002388**
**Sftpa1**	**0.602931**	**7.46E-13**	**Tmprss11g**	**-1.6972**	**7.12E-05**
**Akap14**	**0.594143**	**0.003335**	**Tnfsf18**	**-1.74337**	**3.9E-05**
**Faim2**	**0.593782**	**0.041433**	**Cwh43**	**-1.77127**	**3.31E-05**
**Plekhd1os**	**0.593636**	**0.047726**	**Nppa**	**-1.79786**	**0.004488**
**Ric3**	**0.592527**	**0.002016**	**Calcoco2**	**-1.85255**	**0.006209**
**Cntn1**	**0.589763**	**0.049646**	**Cemip**	**-1.89049**	**1.7E-13**
**Dhtkd1**	**0.588409**	**0.017916**	**Krt6a**	**-1.94824**	**0.013342**
**C530008M17Rik**	**0.586904**	**0.012049**	**Pkp1**	**-2.02817**	**9.69E-06**
			**Tmem267**	**-2.78047**	**1.03E-48**
			**Erdr1**	**-4.59138**	**6.42E-20**

How the deposited data were processed for this re-analysis (not part of the article)

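Lung RNA of wildtype and IL-31RA knockout mice on a C57BL/6 background, given saline or bleomycin, was sequenced in 16 libraries, 4 per group, numbered as replicates from 1 to 16. The sources used here do not say which mice, cages, litters, sexes or sequencing runs the libraries came from, so the libraries are counted as the replicates and no batch could be fitted. The submitters' notes name bcl2fastq, CASAVA 1.8, TopHat, DESeq and mm10. The authors deposited a table of RPKM values, made before deposition by scaling reads by gene length and by the reads of each library, although neither the table nor the submitters' notes name this unit. The unit was read from the values: in each library the values of a gene are whole numbers of reads times a factor of the gene and a factor of the library, for 99.98% of genes, and total reads times the value of 1 read had a relative range of 0.00017 over the libraries. The comparisons set before the data were examined assumed read counts and a quasi-likelihood test for counts, with limma on the log2 of the value plus 1 named as the test for a table that holds only normalized values. Since the table holds normalized values, limma was the main test.

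All listed genes and all 16 columns of values were used, and 0 columns were left out. Gene positions come from the GRCm38.p6 annotation, which holds 16363 of the gene IDs (99.9%), and 24 symbols stored as dates were replaced through the gene ID. Each comparison was fitted by limma 3.58.1 in R 4.3.3 (with a trend of the variance and its robust option) on the libraries of its groups alone, and p-values were adjusted by the Benjamini-Hochberg method over all listed genes. The comparisons were WT-Bleo against WT-Sal, KO-Bleo against WT-Bleo, KO-Bleo against KO-Sal, KO-Sal against WT-Sal, and the interaction over all 4 groups, in which the change with bleomycin in wildtype lungs is subtracted from that in knockout lungs. Genes were called at an adjusted p under 0.05, and the study's thresholds were taken as an unadjusted p under 0.05 and at least 1.5-fold, since the methods do not say whether p was adjusted. A positive log2 fold change means higher in the group named first, and adding 1 to the values makes the changes of genes with low values smaller. Means and SDs are of the RPKM values.

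Tests on lists of genes used camera, with a preset correlation between genes of 0.01 and with an estimated correlation, adjusted over 36 lists. The lists were written before the data were examined: fibrillar collagens and structural ECM, basement membrane, collagen processing and cross-linking, ECM proteases and inhibitors, contractile genes, basal and squamous epithelium, Krt8-high transitional epithelium, alveolar type 2 cells, alveolar type 1 cells, club and goblet cells, ciliated cells, alveolar macrophages, monocyte-derived and lipid-associated macrophages, type 2 response, IL-6 family, chemokines, neutrophils, T cells, B and plasma cells, NK cells, endothelial cells, pericytes and resident fibroblasts, erythroid genes, cardiac muscle, adipocytes, cell cycle, p53 targets, immediate early genes, TGF-beta and BMP/WNT signalling, lipid synthesis, and 6 groups of genes that the study itself chose on these libraries. Some genes stand in more than 1 list, such as Arg1, Krt19, Cdkn1a and Mfap4, so the lists are not independent of each other. Called lists numbered 27 for bleomycin in wildtype lungs, 30 for KO-Bleo against WT-Bleo, 23 for bleomycin in knockout lungs, 15 for KO-Sal against WT-Sal and 21 for the interaction. The genes named in the text were chosen by a rule set before the data were examined: every gene the study names for mouse lung; in each comparison the 10 largest increases and 10 largest decreases among called genes without overlap between groups and with a mean log2 level of at least 1; in each list up to 4 members with the smallest p; and Il31ra, Osmr, Il31, sex-linked genes and the 10 genes that lead each end of Supplementary Table 3, whose values in that table had been seen. Tmem267 under saline falls outside the rule and was chosen after its values were seen.

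Whole reads were recovered for 16377 genes (relative tolerance 6e-08) and were used for depth, for filters on reads and for limma-voom. Total reads ranged from 7790591 to 23481756 in WT-Sal (median 12025556), 604136 to 32153864 in WT-Bleo (median 15151027), 15538896 to 17740907 in KO-Sal (median 17039389) and 1234598 to 21810741 in KO-Bleo (median 18814414), and the sums of values from 392139 to 432273. With 4 libraries against 4, an exact permutation test cannot give a p below 0.0286. Alternatives set before the data were examined were pseudocounts of 0.1 and 5, 3 filters on low values, limma-voom, a spread shared by all groups, Xist as a covariate, leaving out the 10 most abundant genes together with the haemoglobin genes, other thresholds, and leaving out each library in turn. Median-of-ratios scaling, upper-quartile scaling, library quality weights and leaving out both shallow libraries were chosen after seeing the data. Genes within 10 Mb of Il31ra were compared with the rest by Fisher's exact test, with windows of 5 Mb and 20 Mb as alternatives. The genes of Supplementary Table 3 were compared with 10000 random sets drawn within 20 bins of mean expression, and shared control groups were imitated in 100 simulations. Other splits of the libraries were all 35 splits into 4 and 4, and 100 drawn regroupings for the interaction; shallow libraries were imitated by 20 random draws of reads from each of the other libraries of the group. The rules by which 2 tests are read were changed after these tests had first been run: that of the thinning test to the wording of its prediction, and that of the test of matrix genes under saline beyond the wording of its prediction, by asking that the saline median lie above the median under bleomycin by more than the interquartile range of the members. By the wording alone the saline explanation would be excluded, and with the added condition the test does not decide. Xist as a covariate was meant to stand for sex, but Xist lay between 41.8 and 68.0 RPKM in all 16 libraries. With the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty not listed, these values argue against a library of male lungs. Xist also rose with bleomycin, so this alternative takes up part of the differences compared, and a call lost under it does not point to sex. The fits were tested on simulated data with 200 changed genes per comparison: for KO-Bleo against WT-Bleo, 34 of 67 genes changed 1.5-fold, 50 of 67 changed 2-fold and 65 of 66 changed 4-fold were called, and 0 of 16142 unchanged genes, of which 17 met the study's thresholds and 468 had an unadjusted p under 0.05. The changed genes had a mean of at least 1 RPKM, and genes were drawn independently. Beside the noise of counting, every gene had a coefficient of variation of 0.0764, taken from genes with many reads in the libraries other than the shallow ones. These shares may therefore overstate recovery for genes with low values or a wider spread. The unchanged genes called were 2 of 16142 for WT-Bleo against WT-Sal, 2 of 16142 for KO-Bleo against KO-Sal, 11 of 16137 for KO-Sal against WT-Sal and 3 of 16144 for the interaction. For KO-Sal against WT-Sal the 11 stood beside 56 of 67, 63 of 67 and 66 of 66 changed genes called and a changed list. Their number can therefore not be set against the 8 genes called in the real data. Figures and tables were made with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. The patients' data and the RT-PCR, protein, cell culture and histology measurements of the paper were not used here.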

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

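The tests of the genes near Il31ra under bleomycin, of Ccl28 and of Tmem267 were chosen after the results were seen, and the reading of the thinning test and of the test of matrix genes under saline was changed after these tests had first been run.

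WT-Bleo replicate 6 and KO-Bleo replicate 15 stood apart from their groups, with 604136 and 1234598 reads and median correlations with their groups of 0.970 and 0.981 across genes. When reads of the other libraries of each group were drawn at random down to these depths, the correlations fell to 0.970 to 0.971 in WT-Bleo and 0.981 to 0.982 in KO-Bleo, and differed from those of the shallow libraries by at most 0.00116. Genes at 0 numbered on average 1953 to 2038 and 1153 to 1240 in the thinned libraries, against 2086 and 1205 in the shallow ones, among the genes with whole reads. Few reads are therefore a candidate explanation for the distance of these libraries, and the low read numbers themselves were not explained by any condition in the labels. No biological explanation was tested.

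Of 35 genes of fibrillar collagens and structural ECM, 27 had lower values in KO-Bleo than in WT-Bleo and limma called 1, with a median log2 fold change of -0.32 (adjusted p = 1.33e-11 from camera and adjusted p = 0.184 with an estimated correlation). Their mean level, as log2(RPKM + 1), was 5.079 in KO-Bleo replicate 16, from 4.690 to 4.769 in the other KO-Bleo libraries and from 5.018 to 5.215 in WT-Bleo. Without the 2 shallow libraries the median was -0.28 (adjusted p = 6.36e-08 from camera and adjusted p = 0.403 with an estimated correlation), which argues against these libraries as the whole cause, since the values of single members moved by a median of 0.0582 (interquartile range 0.0853), though with an estimated correlation the list was called neither with these libraries nor without them. A genotype difference present without bleomycin stays open. Under saline the paper reports collagen staining without a significant difference between the genotypes, a measure of protein and not of RNA. The median in KO-Sal against WT-Sal was -0.0770 (adjusted p = 2.99e-05 from camera and adjusted p = 0.558 with an estimated correlation), closer to 0 than the bound set for it, which by its wording alone would exclude this explanation. It lay above the median under bleomycin by 0.240, less than the interquartile range of the members of 0.369 asked for later. That range is a spread between genes and not the uncertainty of a median, so this condition decides nothing. The mean level of the list, as log2(RPKM + 1), was 4.378 in KO-Sal replicate 12, from 4.014 to 4.123 in the other KO-Sal libraries and from 4.294 to 4.370 in WT-Sal. The list was not called for the interaction (median -0.16, adjusted p = 0.124 from camera and adjusted p = 0.682 with an estimated correlation). Fewer resident fibroblasts and pericytes also stay open, since their 17 markers had a median of -0.11 with an interquartile range of 0.377, members lying on both sides of 0, against 0.406 for the matrix genes. A smaller matrix response of knockout lungs to bleomycin is thus a possible explanation that these data neither establish nor exclude.

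DNA of another strain may flank the targeted gene Il31ra, so the genes near it were compared between the genotypes. Among the 76 genes within 10 Mb of Il31ra, 0 were called under saline by limma, against 8 of 16282 elsewhere (odds ratio 0, upper bound 128), and 14 had an unadjusted p under 0.05, against 2642 elsewhere (odds ratio 1.17, Fisher's exact p = 0.639), which decides nothing, while under bleomycin 2 were called, Tmem267 and Esm1, against 33 of 16282 elsewhere (odds ratio 13.3, 95% interval 1.52 to 53.6, Fisher's exact p = 0.0115; at an unadjusted p under 0.05 the odds ratio was 0.937). Tmem267, chosen after its values were seen, had a log2 fold change of -1.24 under saline (95% interval -1.78 to -0.70) and Ccl28 of -0.63 (95% interval -0.91 to -0.35), and the interaction was -0.56 (adjusted p = 0.555) and 0.02 (adjusted p = 0.988), so that a need for bleomycin is argued against by the intervals, though neither gene was called under saline (adjusted p = 0.0678 and 0.0678). Strain DNA around the locus could explain them, an effect of the receptor itself on these genes was not tested, and a processing batch that followed the genotype, whose values are stored with a median of 15 (wildtype) and 10 (knockout) digits, cannot be told apart from it. The call of Tmem267 was lost with Xist as a covariate and without WT-Bleo replicate 5, 7 or 8 or KO-Bleo replicate 13 or 14 (adjusted p between 0.0546 and 0.0862; over all alternatives between 8.34e-07 and 0.0862), and that of Esm1 with Xist as a covariate and without WT-Bleo replicate 5, 7 or 8 or KO-Bleo replicate 13, 14, 15 or 16 (adjusted p between 0.0527 and 0.110; over all alternatives between 3.62e-04 and 0.222), so the odds ratio rests on calls that single libraries decide.

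In KO-Sal against WT-Sal, a comparison that the paper does not report for RNA sequencing, 8 genes were called, 3 higher and 5 lower in the knockout. Among them were Hist1h4h, a histone gene, with 2.06 (adjusted p = 4.91e-04) and Rras2, a RAS-related GTPase, with -0.47 (adjusted p = 0.00768). Erdr1, on chromosome X, was called in the 19 alternatives in which it was tested, the filter of at least 10 reads leaving it out (log2 fold change -3.25, adjusted p = 4.91e-04, and 2.69e-05 to 0.0306 over the alternatives). In simulated data of this comparison limma called 11 of 16137 unchanged genes. These stood next to 200 changed genes and a changed list, so their number does not measure false calls among the 8. At an unadjusted p under 0.05 there were 2659 genes, and limma-voom called 117. The count was 3 without WT-Sal replicate 1, 5 without KO-Sal replicate 11 and 722 without KO-Sal replicate 12, and the call of Rras2 was lost without WT-Sal replicate 1 (adjusted p = 0.0511, and 0.00455 to 0.0511 over the alternatives).

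Of 18 alveolar type 2 and surfactant genes, 7 were called higher in KO-Bleo than in WT-Bleo, a group that the paper does not discuss. The change with bleomycin differed between the genotypes for 36 genes, by the test of the interaction. For Lamp3, Chil1 and Sftpa1, of the alveolar type 2 list, the difference was 0.93, 0.86 and 0.73, for the peptidase gene Mme 0.94 and for complement C5 (Hc) 0.98. It was -1.49 for Rgs5, -0.83 for the WNT inhibitor Sfrp1, -0.92 for Fbln2, -1.29 for Fmod, -1.24 for the macrophage lectin Clec10a and -1.22 for Pla1a. The interaction calls of Lamp3 and Chil1 were kept in all alternatives (adjusted p from 7.83e-04 to 0.0459). That of Sftpa1 was lost without WT-Sal replicate 3 or 4, WT-Bleo replicate 5, KO-Bleo replicate 14 or 15 or KO-Sal replicate 11 (adjusted p between 0.0508 and 0.0643; over all alternatives between 0.00194 and 0.0643), and those of Mme, Hc and Rgs5, in part of these fits for each gene, without WT-Sal replicate 1, 2, 3 or 4, WT-Bleo replicate 5, KO-Bleo replicate 14 or 15 or KO-Sal replicate 9 or 11 (adjusted p between 0.0508 and 0.0827; over all alternatives between 4.64e-04 and 0.0827), all of them also without both shallow libraries, a setting chosen after seeing the data. The calls of Sfrp1, Clec10a, Pla1a, Fbln2 and Fmod were lost, each in most of these fits, without WT-Sal replicate 1, 2, 3 or 4, WT-Bleo replicate 5, 6 or 8, KO-Bleo replicate 13, 14, 15 or 16 or KO-Sal replicate 9, 10, 11 or 12 (adjusted p between 0.0510 and 0.123; over all alternatives between 0.0100 and 0.175), those of Sfrp1, Pla1a and Fbln2 also without both shallow libraries, that of Pla1a by limma-voom and with a pseudocount of 0.1, and that of Clec10a with Xist as a covariate.

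Single libraries lay far from the others of their group, by a gap to the nearest library that takes more of the group's range than Dixon's test allows for 4 values, in 10 of 136 groups tested over 33 genes and the reads (7.35%), where chance gives about 1 in 20. The share of the range was 0.857 for Mmp13, 0.834 for Krt5 and 0.831 for Calcr in WT-Sal replicate 1. In WT-Bleo replicate 6 it was 0.904 for Ccl28, 0.893 for Rgs16, 0.973 for Calcb and 0.844 for Gper1. It was 0.852 for Calcb in KO-Sal replicate 12, 0.871 for Mmp13 in KO-Bleo replicate 14 and 0.849 for the reads of KO-Bleo replicate 15.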

How the results depend on the processing

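The settings chosen after seeing the data were both scalings, library quality weights and leaving out both shallow libraries; the cause of the changes below was not tested, except that stricter thresholds and an estimated correlation call fewer by construction and that Xist, which rose with bleomycin, takes up part of the differences compared. For the genes named in the text, 3180 of the values under alternatives kept their direction and their side of the threshold, 283 kept the direction and lost the call, 181 gained it and 16 changed sign; 1902 of the counts within lists stayed within 1.5 times the main count and 330 did not. The 35 genes called in KO-Bleo against WT-Bleo were all called under both scalings, with library quality weights, by limma-voom and with filters on values and CPM, and 32 of them with the filter on reads. Depth limits genes with low values, many of which are at 0 in the shallow libraries, WT-Bleo replicate 6 and KO-Bleo replicate 15. No paired analysis was possible because the replicate numbers run from 1 to 16 and no number is shared between groups. The alternatives that need a table of counts, a quasi-likelihood test with RLE or upper-quartile factors and the DESeq2 test, were not run, and library totals alone and no filter equal the main setting.

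For WT-Bleo against WT-Sal, 5066 genes called became 1755 with a fold threshold of 1.5, 2937 at an adjusted p under 0.01 and 1892 with Xist as a covariate; 1821 at the study's thresholds became 766 with a pseudocount of 5, 994 with at least 10 reads, 3045 by limma-voom and 3069 with Xist; 27 lists became 6 with an estimated correlation and 17 with at least 10 reads. For KO-Bleo against WT-Bleo, 35 genes called became 23 with a fold threshold of 1.5, 0 at an adjusted p under 0.01 and 0 with Xist (limma, 1825 and 806 at an unadjusted p under 0.05), 63 with a value of at least 1, 61 with the CPM filter, 149 with at least 10 reads, 581 by limma-voom, 269 with a shared spread, 406 with quality weights, 95 without the shallow libraries, and 0 without WT-Bleo replicate 5 or 7 or KO-Bleo replicate 13 or 14 to 47 without KO-Bleo replicate 16, with 4 without WT-Bleo replicate 8 and 8 without KO-Bleo replicate 15. At the study's thresholds 207 became 23 with adjusted p, 394 and 59 with pseudocounts of 0.1 and 5, 80 with at least 10 reads, 463 by limma-voom, 107 with Xist, 133 with quality weights, and 146 without WT-Bleo replicate 6 to 322 without WT-Bleo replicate 7; 30 lists became 5 with an estimated correlation and 19 with at least 10 reads. For KO-Bleo against KO-Sal, 3864 genes called became 1151 with a fold threshold of 1.5, 1962 at an adjusted p under 0.01 and 925 with Xist; 1220 at the study's thresholds became 2113 and 476 with pseudocounts of 0.1 and 5 and 2310 by limma-voom; 23 lists became 0 with an estimated correlation.

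For KO-Sal against WT-Sal, 8 genes called became 4 at an adjusted p under 0.01, 19 with a value of at least 1, 45 with the CPM filter, 40 with at least 10 reads, 117 by limma-voom, 69 with a shared spread, 176 with quality weights, and 3 without WT-Sal replicate 1 to 722 without KO-Sal replicate 12, with 5 without KO-Sal replicate 11. At the study's thresholds 141 became 6 with adjusted p, 629 and 27 with pseudocounts of 0.1 and 5, 707 by limma-voom, and 101 without KO-Sal replicate 9 to 280 without KO-Sal replicate 12; 15 lists became 0 with an estimated correlation. For the interaction, 36 genes called became 55 with at least 10 reads, 81 by limma-voom, 22 with Xist, 136 with quality weights, and 3 without WT-Sal replicate 4, WT-Bleo replicate 5, KO-Bleo replicate 15 or KO-Sal replicate 11 to 60 without KO-Sal replicate 12, with 7 without WT-Sal replicate 1, 11 without WT-Sal replicate 2, 4 without WT-Sal replicate 3, 20 without WT-Bleo replicate 8, 10 without KO-Sal replicate 9, 18 without KO-Bleo replicate 13 and 5 without KO-Bleo replicate 14; 21 lists became 4 with an estimated correlation and 10 with at least 10 reads. Near Il31ra the odds ratio under bleomycin was 12.0 (Fisher's exact p = 0.0842) in a window of 5 Mb and 6.90 (p = 0.0379, exact) in a window of 20 Mb. Of the values that changed sign none was called: Kcnu1 with bleomycin in wildtype lungs, 0.16 by limma-voom and 0.00225 with quality weights; Il6 and Ccl28 there, -0.26 and -0.0200 with Xist; Il6 in KO-Bleo against WT-Bleo, 0.11 with a pseudocount of 0.1, and -0.58 without WT-Bleo replicate 6 to 0.00256 without WT-Bleo replicate 7; Cxcl13 there, 0.32 with Xist, and -0.71 without KO-Bleo replicate 16 to 0.21 without KO-Bleo replicate 15; and the interaction of Ccl28, -0.0104 with a pseudocount of 5, -0.0886 with quality weights, -0.11 without the shallow libraries, and -0.16 without WT-Bleo replicate 6 to 0.10 without WT-Sal replicate 1.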

Differences from the paper's values

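None of the tests in this part was chosen after the results were seen, apart from the settings said to be. At an unadjusted p under 0.05 and at least 1.5-fold, with the paper's text not saying whether p was adjusted, 207 genes differed between KO-Bleo and WT-Bleo, against the paper's 458. Of these 97 were higher and 110 lower in KO-Bleo, against the paper's 228 and 230. Among the alternatives set before the data were examined, the total came within 1.5 times the paper's with a pseudocount of 0.1 (394), by limma-voom (463) and without WT-Bleo replicate 7 (322). The number of higher genes did so under the same settings (179, 192 and 171), and the number of lower genes with a pseudocount of 0.1 (215), by limma-voom (271) and without KO-Bleo replicate 16 (176). The other such alternatives did not reach the paper's total: adjusted p in place of unadjusted p (23), a pseudocount of 5 (59), a value of at least 1 (208), the CPM filter (198), at least 10 reads (80), a shared spread (240), Xist as a covariate (107), the most abundant and haemoglobin genes left out (217) and leaving out any library of the comparison other than WT-Bleo replicate 7 (146 to 288).

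For single genes of Supplementary Table 3 the log2 ratio of the group means, without a pseudocount, was -1.55 for Ptgdr2 against the paper's -0.72, -1.43 for Gper1 against the paper's -0.70, and 2.05 for Kcnu1 against the paper's 1.14. The paper gives no error for these values, so the error of the log2 ratio was taken from the SDs of the RPKM values in KO-Bleo and WT-Bleo. It was wide, at 0.630, 0.603 and 0.692 for these genes, so lying within it is a weak criterion. Within that distance of the paper's values were, among the alternatives set before the data were examined, limma-voom for all of these genes (-0.75, -0.77 and 0.99), a pseudocount of 0.1 for Ptgdr2 (-1.05) and Kcnu1 (1.25), and a pseudocount of 5 for Gper1 (-0.12). A pseudocount of 0.1 for Gper1 (-1.34) and a pseudocount of 5 for Ptgdr2 (-0.06) and Kcnu1 (0.07) were not.

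All listed genes of the paper's ECM, G alpha(i), epithelial, adenylate cyclase and chemotaxis groups, and its channel and receptor genes Kcna2, Kcnh4, Kcnu1, Avpr1a, Adra1a and Gria1, had the paper's direction between KO-Bleo and WT-Bleo, and at an adjusted p under 0.05 limma called only Rgs5 among them. By limma-voom Fn1, Timp1, Mmp13, Col5a2, Eln, Nrg1, Rgs4, Rgs16, Ccl28, Calcb, Ccl2, Krt14, Sfrp1, Adra1a, Kcna2 and Gria1 were also called. A shared spread called Fn1, Timp1, Mmp13, Ereg, Col5a2, Rgs4, Rgs16, Krt17 and Sfrp1. With at least 10 reads Fn1, Timp1, Col5a2, Eln, Rgs4 and Sfrp1 were called, and with a value of at least 1 or the CPM filter Fn1, Timp1 and Eln. Leaving out KO-Bleo replicate 16 called Fn1 (adjusted p = 0.0493) and Eln (adjusted p = 0.0472), and leaving out WT-Bleo replicate 6 called Eln (adjusted p = 0.0339), with 0.00399 to 0.352 over the alternatives of these genes. Library quality weights, chosen after seeing the data, called Fn1, Timp1, Mmp13, Ereg, Col5a2, Eln, Nrg1, Rgs4, Rgs16, Ccl28, Calcb, Ccl2, Sfrp1 and Gria1, and leaving out both shallow libraries, also chosen after seeing the data, called Eln, Ccl28 and Calcb. No setting called Col1a1, Col3a1, Arg1, Il6, A2m, Ptgdr2, Gper1, Cxcl13, Krt4, Krt5, Krt20, Calcr, Avpr1a, Kcnh4 or Kcnu1. These calls rest on a p adjusted over the genes tested, while the paper does not say whether its p was adjusted. The paper's RT-PCR of Col1a1, Col3a1, Il6 and Krt5 and its ELISA of IL-6 are other measurements and were not used here.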

Other observations

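The tests of the genes of Supplementary Table 3 under saline, the imitation of shared control libraries and the splits counted without the study's lists were chosen after the results were seen, and the other tests in this part were set before the data were examined. Lists of immune cells were compared between KO-Bleo and WT-Bleo, and limma called 0 genes in each of those that follow. The 15 T cell genes had a median log2 fold change of 0.34, among them Cd8a, a co-receptor of cytotoxic T cells, with 0.74 (adjusted p = 0.303), with 7 higher and 0 lower at an unadjusted p under 0.05, 1 and 0 called by limma-voom and 0 and 0 adjusted over the list alone (adjusted p = 9.93e-05 from camera and adjusted p = 0.184 with an estimated correlation). For NK cells, 11 genes had a median log2 fold change of 0.61, among them the granule gene Nkg7 with 0.68 (adjusted p = 0.208), with 3 higher and 0 lower at an unadjusted p under 0.05, 0 and 0 called by limma-voom and 0 and 0 adjusted over the list alone (adjusted p = 2.27e-04 from camera and adjusted p = 0.217 with an estimated correlation). Their mean level, as log2(RPKM + 1), was 0.892 in the shallow WT-Bleo replicate 6, from 1.437 to 1.822 in the other WT-Bleo libraries and from 1.765 to 2.302 in KO-Bleo. The 15 markers of alveolar macrophages had a median log2 fold change of 0.22, among them the scavenger receptor Marco with 0.97 (adjusted p = 0.312), with 6 higher and 0 lower at an unadjusted p under 0.05, 3 and 0 called by limma-voom and 2 and 0 adjusted over the list alone (adjusted p = 6.82e-04 from camera and adjusted p = 0.184 with an estimated correlation). In contrast in sign, 19 markers of monocyte-derived macrophages had a median log2 fold change of -0.13, among them Apoe, a lipid carrier, with -0.55 (adjusted p = 0.236), with 0 higher and 7 lower at an unadjusted p under 0.05, 0 and 1 called by limma-voom and 0 and 0 adjusted over the list alone (adjusted p = 0.00205 from camera and adjusted p = 0.333 with an estimated correlation). Genes of the type 2 response were mixed: 18 genes had a median log2 fold change of -0.14, among them the cytokine Il33 with 0.39 (adjusted p = 0.120) and Clec10a with -0.72 (adjusted p = 0.128), with 2 higher and 4 lower at an unadjusted p under 0.05, 1 and 2 called by limma-voom and 2 and 3 adjusted over the list alone (adjusted p = 0.145 from camera and adjusted p = 0.355 with an estimated correlation). The 28 chemokines had a median log2 fold change of 0.00, among them Ccl12 with -0.82 (adjusted p = 0.0623) and Cxcl14 with -0.55 (adjusted p = 0.0801), with 2 higher and 7 lower at an unadjusted p under 0.05, 0 and 6 called by limma-voom and 0 and 2 adjusted over the list alone (adjusted p = 0.0866 from camera and adjusted p = 0.374 with an estimated correlation). Their mean was -0.05, on the side of the set test. Of B and plasma cells, 13 genes had a median log2 fold change of 0.45, among them Xbp1, a transcription factor of secretory cells, with -0.26 (adjusted p = 0.170), with 2 higher and 1 lower at an unadjusted p under 0.05, 0 and 1 called by limma-voom and 0 and 1 adjusted over the list alone (adjusted p = 0.0197 from camera and adjusted p = 0.407 with an estimated correlation). Their mean level, as log2(RPKM + 1), was 3.232 in WT-Bleo replicate 7, from 2.328 to 2.636 in the other WT-Bleo libraries and from 2.886 to 3.158 in KO-Bleo. Neutrophils were represented by genes such as the collagenase Mmp8 with -0.54 (adjusted p = 0.0669), and 12 genes had a median log2 fold change of 0.19, with 0 higher and 2 lower at an unadjusted p under 0.05, 0 and 1 called by limma-voom and 0 and 1 adjusted over the list alone (adjusted p = 0.744 from camera and adjusted p = 0.819 with an estimated correlation). For the IL-6 family, 17 genes had a median log2 fold change of 0.07, with 1 higher and 0 lower at an unadjusted p under 0.05, 0 and 1 called by limma-voom and 0 and 0 adjusted over the list alone (adjusted p = 0.427 from camera and adjusted p = 0.585 with an estimated correlation).

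Genes of stress and growth, and of tissues next to the lung, were also compared between KO-Bleo and WT-Bleo, and limma again called 0 in each list. The 18 p53 targets had a median log2 fold change of -0.11, among them Phlda3 with -0.37 (adjusted p = 0.111), with 0 higher and 4 lower at an unadjusted p under 0.05, 0 and 3 called by limma-voom and 0 and 4 adjusted over the list alone (adjusted p = 7.72e-04 from camera and adjusted p = 0.164 with an estimated correlation). Among early response genes, 16 genes had a median log2 fold change of -0.23, among them Junb with -0.56 (adjusted p = 0.182), with 0 higher and 6 lower at an unadjusted p under 0.05, 0 and 3 called by limma-voom and 0 and 0 adjusted over the list alone (adjusted p = 3.07e-04 from camera and adjusted p = 0.217 with an estimated correlation). The 18 cell cycle genes had a median log2 fold change of 0.14, with 3 higher and 0 lower at an unadjusted p under 0.05, 0 and 0 called by limma-voom and 0 and 0 adjusted over the list alone (adjusted p = 0.00873 from camera and adjusted p = 0.407 with an estimated correlation). Red blood cells were followed by erythroid genes, and 8 genes had a median log2 fold change of 0.22, with 2 higher and 0 lower at an unadjusted p under 0.05, 3 and 0 called by limma-voom and 2 and 0 adjusted over the list alone (adjusted p = 0.00434 from camera and adjusted p = 0.109 with an estimated correlation). The 12 cardiac muscle genes had a median log2 fold change of -0.29, with 0 higher and 1 lower at an unadjusted p under 0.05, 0 and 0 called by limma-voom and 0 and 0 adjusted over the list alone (adjusted p = 0.00794 from camera and adjusted p = 0.382 with an estimated correlation). Fat was followed by adipocyte genes, and 11 genes had a median log2 fold change of 0.19, with 1 higher and 0 lower at an unadjusted p under 0.05, 1 and 0 called by limma-voom and 0 and 0 adjusted over the list alone (adjusted p = 0.127 from camera and adjusted p = 0.557 with an estimated correlation). In KO-Sal against WT-Sal, 15 of 16 genes of ciliated cells were higher adjusted over the list alone (median 0.43, adjusted p = 0.470 with an estimated correlation), among them Dnah9, a dynein of cilia, with 0.52 (adjusted p = 0.0796), and their mean level, as log2(RPKM + 1), was 3.805 in KO-Sal replicate 12 and from 4.188 to 4.228 in the other KO-Sal libraries. There 7 of 11 NK cell genes were lower adjusted over the list alone (median -0.37, adjusted p = 0.470 with an estimated correlation), among them Klrb1c with -0.62 (adjusted p = 0.0815). Limma called 0 genes of both lists under saline; at an unadjusted p under 0.05 15 ciliated genes were higher and 7 NK genes lower, and limma-voom called 2 and 0. Without KO-Sal replicate 12 Dnah9 and Klrb1c were called (adjusted p = 0.0130 and 0.0194, with 0.0130 to 0.270 over the alternatives).

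For the number of genes called in each pairwise comparison, the real counts of 5066, 35, 3864 and 8 stood against a highest count of 0 by limma in the other splits. The real split was the 1 with a count as large among 35, under the 5% set beforehand, and a share below 1 of 35 is not possible. The other splits mix the real groups, which widens the spread within each side. Their counts of 0 therefore do not show what chance alone would give, and chance is not excluded by them. At the study's thresholds, which use an unadjusted p, the real counts of 1821, 207, 1220 and 141 stood against highest other counts of 239, 108, 235 and 61 in WT-Bleo against WT-Sal, KO-Bleo against WT-Bleo, KO-Bleo against KO-Sal and KO-Sal against WT-Sal. The real split was again the 1 with a count as large among 35. For the interaction at these thresholds the real count of 338 lay below the highest count of 586 among the drawn regroupings. For the interaction the real count of 36 genes called was reached in 3 of 100 drawn regroupings, the real one included, under the 5% set beforehand. The highest other count was 70 and the median 0, and 2 other regroupings gave more genes than the real one. With 100 draws this share is uncertain, so chance is not firmly excluded. Of the 36 lists, 6 were chosen by the study on these libraries, so the splits were also counted over the other 30 lists. The lists called were then 24 against a highest other count of 20 in KO-Bleo against WT-Bleo, 22 against a highest other count of 23 for bleomycin in wildtype lungs (3 of 35 splits), 19 against a highest other count of 23 for bleomycin in knockout lungs (7 of 35), 15 against a highest other count of 15 in KO-Sal against WT-Sal (3 of 35) and 17 against a highest other count of 21 for the interaction (12 of 100 regroupings). The share of splits was under 5% for the lists of KO-Bleo against WT-Bleo alone. Splits that mix the groups unevenly keep part of the real difference, so lists called in them do not show what chance alone gives. These shares therefore do not decide on chance in any comparison and do not rank the comparisons. Over all 36 lists the share was not under 5% either for bleomycin in wildtype lungs (27, highest other 27, 3 of 35 splits), bleomycin in knockout lungs (23, highest other 28, 3 of 35), KO-Sal against WT-Sal (15, highest other 17, 7 of 35) or the interaction (21, highest other 26, 10 of 100 regroupings), while KO-Bleo against WT-Bleo had 30 lists called and a highest other split of 24.

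The genes of Supplementary Table 3 were also compared with their change under bleomycin. Of the 223 genes listed as lower in the knockout 92.8% were higher in WT-Bleo than in WT-Sal, 141 of them called, against a median of 50.7% in 10000 random sets matched on expression, of which 0 had a share as large. Of the 224 listed as higher 87.9% were lower in WT-Bleo, 124 of them called, against a median of 49.6%, and 0 of 10000 random sets had a share as large. Both comparisons use the WT-Bleo libraries, which by itself gives opposite signs: with genes chosen in the same way the observed shares were 94.6% and 88.4%, and 100 simulations with shared libraries and no effect of genotype or bleomycin gave means of 88.7% (82.5% to 93.3%) and 88.9% (83.5% to 93.3%). With the WT-Bleo libraries split between the comparisons the shares were 85.1% (81.2% to 87.9%) and 79.8% (67.9% to 84.4%) on average over the 6 splits. The changes compared then share no library, so the simulated shares are not the reference for them. Opposite signs that remain in these splits do not come from shared libraries. Across all listed genes, which are not independent replicates, the correlation of the changes was -0.514 observed, within the range of the simulations (-0.527 to -0.459, mean -0.499), while their covariance was -0.0464 observed and -0.0103 in the simulations. With the WT-Bleo libraries split, so that no library was shared, the correlation was -0.287 on average (-0.343 to -0.236) and the covariance -0.0298 (-0.0330 to -0.0279). A genotype difference that is there without bleomycin may account for part of the lower genes. Of these 56.5% were lower in KO-Sal than in WT-Sal (random median 36.3%, with the middle 95% of sets between 30.0% and 42.6%). Of the higher genes 64.3% were higher in KO-Sal (random median 63.8%, with the middle 95% of sets between 57.6% and 69.6%), so their directions as a set gave no sign of such a difference. This count uses direction alone, and the random sets treat genes as independent. Under bleomycin 111 of the higher and 86 of the lower genes had a mean value under 1 RPKM. The share therefore does not exclude a difference under saline in part of the higher genes.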
